# Chick Early Amniotic Fluid Alleviates Dextran-Sulfate-Sodium-Induced Colitis in Mice via T-Cell Receptor Pathway

**DOI:** 10.3390/antiox14010051

**Published:** 2025-01-04

**Authors:** Fan Chen, Yining Zhao, Yanfa Dai, Ning Sun, Xuezheng Gao, Jiajun Yin, Zhenhe Zhou, Ke-jia Wu

**Keywords:** ulcerative colitis, inflammatory bowel disease, chick early amniotic fluid, TCR signaling pathway, tyrosine protein kinase

## Abstract

Ulcerative colitis (UC) is a chronic immune disease that is difficult to cure. We recently found that chick early amniotic fluid (ceAF) has notable anti-inflammatory and antioxidative properties, through its active components. This study demonstrates the potential of ceAF as a protective agent against UC. UPLC-MS mass spectrometry identified key components of ceAF, including various fatty acids and nucleosides. In vitro, ceAF improved viability in DSS-induced Caco-2 cells, reduced pro-inflammatory cytokines IL-1β and TNF-α, and increased the anti-inflammatory cytokine IL-10. It also upregulated the tight junction proteins ZO-1 and occludin. In DSS-induced UC mice, ceAF treatment alleviated weight loss, colon shortening, and disease activity, while improving histopathology, crypt depth, and colonic fibrosis. Mechanistically, ceAF’s anti-inflammatory effects are mediated by inhibiting the overactivation of TCR signaling through the LCK/ZAP70/LAT pathway. Our findings suggest that ceAF could be a valuable nutritional intervention for UC, potentially enhancing existing functional foods aimed at managing this condition.

## 1. Introduction

Ulcerative colitis (UC) is a chronic autoimmune disorder predominantly affecting individuals aged 30 to 40. Clinically, UC is characterized by abdominal pain, diarrhea, purulent and bloody stools, and a sensation of incomplete evacuation. The disease often follows a prolonged course, necessitating lifelong management [1]. Current therapeutic strategies, including aminosalicylates, corticosteroids, immunosuppressants, antibiotics, and biologics, primarily alleviate symptoms but fail to restore intestinal barrier integrity. These treatments are also associated with considerable side effects, underscoring the need for non-toxic functional foods (FFs) as adjunctive therapies [2].

Natural compounds and traditional Chinese medicine have garnered attention for their potential in UC management [3,4,5,6,7,8]. Chick early amniotic fluid (ceAF), derived from 7-day-old embryos and rich in nutrients and growth factors such as nerve growth factor (NGF), transforming growth factor-β (TGF-β), vascular endothelial growth factor (VEGF), and insulin-like growth factors (IGF-I and IGF-II), has demonstrated efficacy in various inflammatory models [9,10]. Additionally, ceAF has demonstrated efficacy in inhibiting LPS-induced inflammatory responses in RAW 264.7 macrophages under high-glucose conditions. In a study using a streptozotocin (STZ)-induced diabetic mouse model, ceAF was found to regulate M2 macrophage transformation through the TLR4/NF-κB and Nrf2 signaling pathways, leading to a downregulation of the inflammatory response, alleviation of collagen deposition, and promotion of neovascularization, thereby facilitating diabetic wound healing in C57 mice [11]. Previous studies have also indicated that ceAF improves cardiac function by reducing cardiomyocyte apoptosis, reversing myocardial contractility, and treating ischemic heart injury through the inhibition of NF-κB signaling and the downregulation of inflammatory cytokine expression [12]. The ceAF is abundant in fatty acids (e.g., myristic acid and valeric acid) and amides (e.g., erucamide and nicotinamide), each exhibiting distinct biological activities. Myristic acid has been shown to alleviate 12-O-tetradecanoylphorbol-13-acetate (TPA)-induced skin inflammation and nociception in CD1 mice [13], as well as stimulate appetite responses in human newborns [14]. Valeric acid has been reported to enhance neuroplasticity and cognitive function in mice [15]. Erucamide regulates cholinergic function, alleviating depression and anxiety while improving cognitive abilities [16,17]. Nicotinamide exhibits potent anti-inflammatory and antioxidant effects in neurological and metabolic disorders [18]. Supplementary Table S1 lists the treatment effects for some active ingredients in ceAF. These findings provide a foundation for the natural reparative, anti-inflammatory, and antioxidant effects of ceAF. However, whether ceAF exerts anti-inflammatory effects in UC has not been reported. This study extracted and analyzed ceAF components using mass spectrometry and assessed its anti-inflammatory effects in a dextran sulfate sodium (DSS)-induced UC model in Caco-2 cells and C57BL/6 mice. TNF-α-induced Jurkat cells were employed to elucidate the underlying mechanisms. Our findings suggest that ceAF may offer novel insights into nutritional interventions for inflammatory diseases like UC.

## 2. Materials and Methods

### 2.1. Cell Culture

Caco-2 cells (Wuhan Pricella Biotechnology Co., Ltd., Wuhan, China, Cat NO. CL-0050) were cultured in MEM medium supplemented with 20% FBS and 1% penicillin streptomycin mixture. Jurkat cells (Wuhan Pricella Biotechnology Co., Ltd., Cat NO. CL-0315) were cultured in RPMI-1640 medium supplemented with 10% FBS and 1% penicillin streptomycin mixture. Incubation conditions were as follows: 37 °C, and 5% CO_2_. The culture medium of the cells was changed every other day, and the cells were passaged when they reached 80% to 90% confluence.

### 2.2. Experimental Animals

Eight-week-old male C57/BL6 mice were obtained from Sibeifu Biotechnology Co., Ltd. (Suzhou, Jiangsu, China). The mice were housed at a temperature of 22–26 °C, with relative humidity of 40–70%, and light/dark cycle of 12 h light/12 h dark (8:00 a.m. to 8:00 p.m.), and allowed access to water and food ad libitum. All experiments were conducted in accordance with the relevant regulations of the JiangNan University Laboratory Animal Center for the management and handling of laboratory animals (Approval Number: JN. No20230530c0401220[238]), as well as international guidelines on the ethical use of animals.

### 2.3. Experimental Design

Caco-2 cells were divided into the following groups: control group (cells without any treatment); DSS group (refer to the method of KIM H et al. [19], cultured using 2.5% DSS); and DSS + ceAF group (cultured with appropriate concentrations of ceAF according to the scale of each experiment).

Jurkat cells were divided into the following groups: control group (cells without any treatment); TNF-α group (refer to the method of DALMASSO G et al. [20], cultured using 50 ng/mL TNF-α); and DSS + TNF-α group (cultured with appropriate concentrations of ceAF according to the scale of each experiment). Inhibitor groups were as follows: TNF-α + SB203580 (30 μM) group. Plasmid groups were as follows: TNF-α + pLenti-CMV-LCK group and TNF-α + pLenti-CMV-Control group.

In this study, 8 mice per group were set on the basis of the 3R (reduction, replacement, and refinement) program according to the principles of experimental species design and repeatability. A total of 32 mice were randomly divided Into 4 groups based on their body weight: the control group (pure water ad libitum); the DSS group (free access to 3% DSS for 7 days); DSS + ceAF group (after freely drinking 3% DSS for 7 days, refer to the method of WANG J et al. [12], and perform a gavage of 15 mL/kg ceAF for 10 days); and DSS + Mesalazine group (after freely drinking 3% DSS for 7 days, administered 400 mg/kg Mesalazine by gavage for 10 days).

### 2.4. Reagents and Antibodies

DSS (Cat. NO. 02160110-CF) was from MP Biomedicals Co., Ltd. (Santa Ana, CA, USA); TNF-α was from sinobiological (Beijing, China); SB203580 hydrochloride was from Yuanye Bio-Technology (Shanghai, China); RPMI-1640 medium, MEM medium, Opti-MEM medium, phosphate buffer solution, penicillin streptomycin mixture (100×), trypsin solution (0.25%), and special grade fetal bovine serum (FBS) were products from Gibco (Waltham, MA, USA); urine fecal occult blood test kit, glutathione (GSH) assay kit, and malondialdehyde (MDA) assay kit were obtained from Nanjing Jiancheng Bioengineering Institute (Nanjing, China); superoxide dismutase (SOD) assay kit was from Solarbio (Beijing, China); Cell Counting Kit-8 (CCK8) (Cat. NO. SB-CCK8), BCA protein assay kit (Cat. NO. SB-WB013), RIPA lysate, Total RNA extraction kit (Cat. NO. SB-R001), and cDNA Reverse Transcription Kit (Cat. NO. SB-RT001) were from Share-bio (Shanghai, China); enzyme-linked immunosorbent assay kits for human TNF-α (Cat. NO. EK0525), IL-1β (Cat. NO. EK0392) and IL-10 (Cat. NO. EK0416), and mouse TNF-α (Cat. NO. EK0527) were from Bosterbio (Wuhan, China); mouse IL-1β (Cat. NO. EK201BHS) and IL-10 (Cat. NO. EK201/4) enzyme-linked immunosorbent assay kits were from Multi Sciences (Hangzhou, China); and citric acid antigen repair solution, hematoxylin staining solution, and DAB color reagent were from Servicebio Technology Co., Ltd. (Wuhan, China). Lipofectamine 3000 transfection reagent (Cat. NO. L3000001) was from Thermo Fisher Scientific (Waltham, MA, USA). Other analytical grade reagents, unless otherwise specified, were obtained from a local reagent vendor.

Anti-β-actin (Cat. NO. SB-AB2001) and goat anti-rabbit IgG horseradish peroxidase (HRP)-conjugated secondary antibodies (Cat. NO. SB-AB0101) were from Share-bio (Shanghai, China); and anti-p-LAT (Y220) (Cat. NO. CY5054), anti-total LCK (Cat. NO. CY2972), and anti-total LAT (Cat. NO. AY9064) were obtained from Abways (Shanghai, China); occludin (Cat. NO. R381549), anti-total ZAP70 (Cat. NO. R26132), anti-p-ZAP70 (Tyr319) (Cat. NO. 310211), and anti-p-LCK (Try394) (Cat. NO. 310038) came from ZEN-BIO (Chengdu, China); and ZO-1 (Cat. NO. PB9234) was from Bosterbio (Wuhan, China).

### 2.5. Chick Early Amniotic Fluid (ceAF) Preparation

Fertilized eggs originated from Tiancheng poultry industry (Lianyungang, Jiangsu). Fertilized eggs were incubated at 37 ± 1 °C and 50% humidity. Collect the amniotic fluid from eggs incubated for 6–8 days using a sterile syringe. Collected amniotic fluid was centrifuged at 10,000× *g*/min for 30 min and stored long term at −80 °C. For in vitro experiments, 0.22 μm membranes were used for filtration.

### 2.6. Chemical Composition and Fatty Acid Content Analysis of ceAF

The chemical components of ceAF were analyzed using a Waters ultra-high performance liquid chromatography system (ACQUITY UPLC System) combined with a high-resolution mass spectrometer (TripleTOF 6600, SCIEX, Framingham, MA, USA). To prepare the samples, 200 μL of ceAF was mixed with 400 μL of ice-cold tert-butyl ether and 80 μL of ice-cold methanol, followed by thorough shaking. The mixture was then centrifuged at 3000 rcf for 15 min. The supernatant was freeze-dried, and 200 μL of dichloromethane-methanol solution was added for reconstitution. After another centrifugation at 3000 rcf for 15 min, the supernatant was used for UPLC-HRMS detection. Samples for UPLC-HRMS testing were prepared by mixing 10 to 20 μL of extract from each sample. The chromatographic analysis was performed using an ACQUITY UPLC BEH C18 column (1.7 μm, 100 mm × 2.1 mm, Waters, Milford, MA, USA ). The mobile phase consisted of the following: phase A (acetonitrile: water (6:4) + 10 mmol/L ammonium formate + 0.1% formic acid) and phase B (isopropanol: acetonitrile (9:1) + 10 mmol/L ammonium formate + 0.1% formic acid). The gradient elution was programmed as follows: 0–0.4 min, 30% B; 0.4–1 min, 30–45% B; 1.0–3.5 min, 45–60% B; 3.5–5.0 min, 65–75% B; 5.0–7.0 min, 75–90% B; 7.0–8.5 min, 90–100% B; 8.5–8.6 min, 100% B; 8.6–8.61 min, 100–30% B; and 8.61–10 min, 30% B. The column temperature was maintained at 40 °C, and the flow rate was set at 0.3 mL/min. Each sample underwent both positive and negative mode acquisition. The ion source pressure was maintained at 30 PSI, with auxiliary gas and sheath gas pressures set at 60 PSI. The source temperature was set at 500 °C, and the voltage was adjusted to +5000 V in positive mode and −4500 V in negative mode. Data acquisition was performed in information-dependent acquisition (IDA) mode. In each acquisition cycle, the primary acquisition range was 50–2000 daltons, with a primary acquisition time of 170 ms. The 12 most intense signal ions, with signal accumulation intensity exceeding 100, were selected for secondary fragmentation scanning. Dynamic exclusion was set for 4 s. Instrument accuracy correction was conducted every 20 samples, and QC samples were scanned every 10 samples to correct systematic errors across the entire batch of experiments.

For the detection of fatty acids in ceAF, different concentrations of fatty acid methyl ester mixed standard solution were prepared first, and then ceAF was esterified, extracted, and washed. Following centrifugation, 100 mg of anhydrous sodium sulfate powder was added to remove excess water, then 15 μL of 500 ppm methyl salicylate was added as an internal standard, shaken to mix well, and an appropriate amount of supernatant was pipetted and added to the test vial. Fatty acids in ceAF samples were detected using a Thermo Trace 1300 (Thermo Fisher Scientific, Waltham, MA, USA) gas phase system and a Thermo TSQ 9000 mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.7. Observation of Signs and Disease Activity Index (DAI) in Mice

Body weight and fecal status were recorded daily during DSS drinking and subsequent gavage administration. According to the method of KIM K M et al. [21], disease activity index was calculated based on body weight, fecal consistency, and the degree of fecal bleeding.

### 2.8. Histomorphopathologic Analysis

A portion of the descending colon of mice was fixed in 4% paraformaldehyde for dehydration and paraffin embedding and subsequently prepared into 4 μm tissue sections. Sections were dewaxed and stained with hematoxylin and eosin dye and Masson dye, respectively, washed, dehydrated, mounted, and then scanned with a Panoramic MIDI scanning whole slide scanner (3DHISTECH Ltd., Budapest, Hungary) and images were viewed at Panoramic Viewer 1.15.4 (3DHISTECH). In addition, histopathological scoring was based on previously developed scoring guidelines [22].

### 2.9. Immunohistochemical Analysis

The 4 µm mouse colon tissue sections were deparaffinized and washed for antigen retrieval, followed by incubation in 3% hydrogen peroxide solution at room temperature in the dark for 25 min, PBS washing (3 times/5 min), and blocking (3% BSA, RT, 30 min). The primary antibody (LCK, 1:1500, p-LCK1:3000, ZAP70, 1:1000, p-ZAP70, 1:1000, LAT, 1:200, p-LAT, 1:200) was incubated overnight at 4 °C, with PBS washing (3 times/5 min); and the secondary antibody was incubated at room temperature for 50 min, with PBS washing (3 times/5 min), DAB staining, and hematoxylin counterstaining of nuclei for 3 min. Sections were scanned by Panoramic MIDI scanning whole slide scanner (3DHISTECH Ltd., Budapest, Hungary). ImageJ software (version 1.52) was used to analyze the positive rate of staining in sections.

### 2.10. Determination of Inflammatory Factors and Antioxidant Indicators

The colon tissue of mice and cell culture supernatants were collected and assayed for TNF-α, IL-1β, and IL-10 according to the instructions of the ELISA kit. The contents of SOD, MDA, and GSH in colon tissue of mice were detected according to the kit instructions.

### 2.11. Cell Viability Assay

Cell viability was determined using the Cytotoxicity Assay CCK-8 according to the kit manufacturer ‘s instructions. Briefly, Caco-2 cells (2 × 10^4^ cells/well) and Jurkat cells (1 × 10^5^ cells/well) were seeded in 96-well plates (Corning, CA, USA) and cultured for 24 h to ensure cell attachment. Caco-2 cells were incubated with MEM (FBS free) medium containing DSS (2.5%) for 24 h to induce inflammation, then cultured with serum-free MEM medium containing ceAF (1% to 20%) for 24 h instead of DSS treatment; the medium of Jurkat cells was replaced with RPMI-1640 (FBS free) containing ceAF (1% to 20%). Absorbance at 450 nm was measured on a microplate reader (PerkinElmer EnSight, Waltham, MA, USA) and cell viability was expressed as the percentage of viable cells relative to untreated controls.

### 2.12. Quantitative RT-PCR (qPCR)

Relative mRNA levels in colon tissues were analyzed by real-time PCR. Total RNA from colon tissue was isolated using a total RNA extraction kit and cDNA was synthesized using a cDNA synthesis kit following the kit’s instructions. Specific primers for *CD3e*, *Itk*, *Cd3d*, *CD8a*, *Lck*, *Lat*, *CD3g*, *CD8b1*, and *GAPDH* were synthesized by Sangon Biotech Co., Ltd. (Shanghai, China) (Supplementary Table S2). Statistical analyses were performed using the 2−ΔΔCT method [23]. *GAPDH* was the internal reference control and three biological replicates were performed for each sample.

### 2.13. RNA-Sequencing Analysis

To determine gene expression changes in UC mice and UC mice after ceAF intervention, colon tissues from mice were snap-frozen in liquid nitrogen for RNA-seq analysis. High-throughput RNA sequencing was performed by Azenta Biotechnology Co., Ltd. (Suzhou, China). Criteria for significantly differentially expressed genes (DEGs) were genes with fold change (FC) ≥ 1 and *p*-value < 0.05 between UC and ceAF intervention groups.

### 2.14. Transfection with Lck Plasmid

Jurkat cells were seeded in 6-well plates (8 × 10^5^ cells/well); the original medium was changed to Opti-MEM when the cells grew to 80% confluence, and Jurkat cells were transfected using Lipofectamine 3000 transfection reagent, as well as pLenti-CMV-LCK group and pLenti-CMV-Control plasmid. After 6 h, Opti-MEM was changed to RPMI-1640 medium. After cells were treated with TNF-α (50 ng/mL) for 24 h, cells were treated with 20% ceAF for 24 h.

### 2.15. Western Blotting Assays

The total protein from mouse tissue, Caco-2, and Jurkat cells was extracted with RIPA lysate containing protease inhibitors and phosphatase inhibitors, and, after quantifying the protein concentration by BCA, sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) was performed using 30 μg of protein, followed by protein transfer, blocking, primary antibodies (ZO-1, 1:5000; Occludin, 1:2000; LCK, 1:2000; p-LCK, 1:2000; ZAP70, 1:1000; p-ZAP70, 1:1000; LAT, 1:1500; p-LAT, 1:2000; β-actin, 1:10,000) undergoing overnight incubation at 4 ° C, washing, and secondary antibodies (1:10,000) for 1 h at room temperature and washing. Optical density was determined by an automated chemiluminescence image analyzer (Tanon, Shanghai, China). Quantitative analysis of bands was performed by ImageJ software.

### 2.16. Statistical Analysis

In this study, experiments were independently repeated no less than three times. The data were analyzed using GraphPad Prism (version 10.0, San Diego, CA, USA) software. The results are presented as mean ± standard deviation (SD) (in vitro experiments) or mean ± standard error of the mean (SEM) (in vivo experiments). Analysis was performed using one-way ANOVA. Post hoc comparisons were conducted using Student–Newman–Keuls test. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Chemical Composition of ceAF

Major compounds in chick early amniotic fluid (ceAF) were analyzed using UPLC-MS, with total ion chromatograms (TICs) presented in Figure 1A (negative ion mode) and Figure 1B (positive ion mode). Through cross-referencing with database entries and existing literature, we identified 249 compounds in ceAF based on their mass spectrometric behavior and retention times. Of these, 119 compounds were detected in negative ion mode and 130 in positive ion mode. The identified compounds predominantly include various fatty acids, aldehydes, amino acids, and amides. A detailed list of these top-ranked compounds is provided in Table 1. Because of the important role played by fatty acids in the intestine, we further examined the fatty acid content in ceAF (Table 2).

### 3.2. Anti-Inflammatory Effect of ceAF in DSS-Induced Caco-2 Cells

Caco-2 cells were utilized to investigate the protective effects of ceAF against DSS-induced inflammatory responses. Figure 2A illustrates the cytotoxicity assessment, showing that ceAF alone, at concentrations ranging from 1% to 20%, did not affect cell viability after 24 h of treatment. Subsequently, the protective effects of various ceAF concentrations (1% to 20%) on Caco-2 cells exposed to 2.5% DSS were evaluated. Cells were treated with 2.5% DSS for 24 h, followed by ceAF treatment for an additional 24 h. As shown in Figure 2B, ceAF at 10% and 20% concentrations significantly protected Caco-2 cells from DSS-induced cytotoxicity, leading to the selection of these concentrations for further experiments. Tumor necrosis factor-α (TNF-α) and interleukin-1β (IL-1β) are key pro-inflammatory cytokines involved in UC pathogenesis. Exposure to 2.5% DSS markedly upregulated TNF-α (Figure 2C) and IL-1β (Figure 2D), while downregulating the anti-inflammatory cytokine interleukin-10 (IL-10) (Figure 2E). However, ceAF treatment effectively counteracted these effects (Figure 2C–E). Additionally, Western blot analysis confirmed the reparative effects of ceAF on the cell barrier integrity in DSS-induced inflammatory responses in Caco-2 cells. DSS treatment significantly reduced the expression of zonula occludens-1 (ZO-1) (Figure 2F,G) and the tight junction protein occludin (Figure 2F,H). Intervention with 10% and 20% ceAF significantly restored the expression of ZO-1 and occludin in DSS-treated cells (Figure 2F–H). These findings demonstrate the potential of ceAF to mitigate DSS-induced inflammatory responses.

### 3.3. Effect of ceAF on DSS-Induced Pathological Parameters in UC Mice

To further investigate the in vivo effects of ceAF, the experimental design for the animal study is illustrated in Figure 3A. Following induction with 3% DSS, the mice exhibited significant changes in body weight, with the percentage changes in body weight shown in Figure 3B. Compared to the control group, the body weight of the DSS group mice significantly decreased starting on day 5. However, four days after intervention with ceAF and mesalazine (on day 11), the body weight of the ceAF and mesalazine group mice showed a significant upward trend compared to the DSS group. These findings indicate that ceAF effectively alleviated DSS-induced weight loss in UC mice. The Disease Activity Index (DAI) is a comprehensive measure that includes body weight fluctuations, fecal consistency, and rectal bleeding, reflecting the severity of colitis in mice. It is one of the key indicators for evaluating UC. Throughout the experimental period, the DAI index of the control group mice remained at zero. In contrast, the DAI index significantly increased in the DSS group, ceAF group, and mesalazine group mice (Figure 3C). Compared to the DSS group, the DAI index in the ceAF and mesalazine groups began to decrease significantly after five days of treatment (on day 12). The length of the mouse colon is an indicator of inflammation severity. As depicted in Figure 3D,E, compared to the control group, the DSS group mice exhibited significant colon abnormalities, including shortening, congestion, and swelling. Both the ceAF and mesalazine groups significantly improved DSS-induced colon shortening, and colon swelling was also alleviated. To further assess the effect of ceAF on the morphology and structure of colon tissue in UC mice, H&E staining and histopathological scoring were performed on sections of mouse colon tissue. As shown in Figure 4A, a substantial amount of intestinal epithelial cell necrosis, accompanied by extensive inflammatory cell infiltration reaching the submucosa, colonic crypts, and goblet cell loss, was observed in DSS-treated mice compared to control mice. The histopathological scores were also significantly increased (Figure 4B). Treatment with ceAF and mesalazine significantly reduced intestinal epithelial cell necrosis, crypt loss, inflammatory cell infiltration, and histopathological scores compared to the DSS group (Figure 4A,B). The measurement of colonic crypt depth in HE-stained sections revealed a significant reduction in crypt depth in DSS-treated mice compared to the control group (Figure 4C), indicating impaired colonic function. However, a significant increase in colonic crypt depth was observed in the ceAF and mesalazine groups compared to the DSS group (Figure 4C). Intestinal tissue fibrosis is a common complication of UC. As shown in Figure 4D, there was a significant increase in the area of blue collagen fiber deposition in the colonic tissue, with substantial blue deposition observed in the submucosa, muscular layer, and lamina propria of DSS-treated mice compared to control mice. In contrast, the ceAF and mesalazine groups showed a significant reduction in the fibrotic area and collagen volume fraction in intestinal tissue compared to the DSS group (Figure 4E). These results indicate that ceAF significantly ameliorates DSS-induced pathological changes in UC mice, including colon shortening, swelling, inflammatory cell infiltration, and colon fibrosis, exhibiting effects comparable to those of the positive control drug, mesalazine.

### 3.4. ceAF Attenuates DSS-Induced Intestinal Inflammation and Oxidative Damage

To investigate the anti-inflammatory protective effects of ceAF in DSS-induced UC mice, we measured the levels of the pro-inflammatory factors TNF-α and IL-1β, as well as the anti-inflammatory factor IL-10, in the colon tissue. Compared to the control group, the DSS group exhibited a significant increase in the levels of TNF-α and IL-1β in colon tissues (Figure 5A,B), while the levels of IL-10 were significantly decreased (Figure 5C). In contrast, the ceAF-treated group showed a significant reduction in the levels of TNF-α and IL-1β compared to the DSS group, as well as a notable increase in IL-10 levels (Figure 5A–C). Several indicators of antioxidants, including SOD, MDA, and GSH, exhibited significant alterations following the ceAF intervention. The ceAF treatment markedly enhanced superoxide dismutase (SOD) and glutathione (GSH) activities (Figure 5D,F) while concurrently reducing malondialdehyde (MDA) levels (Figure 5E) in comparison to the DSS group, indicating that the ceAF intervention mitigated the oxidative damage induced by DSS.

Furthermore, the repair effects of ceAF on the intestinal barrier damage caused by DSS-induced inflammatory responses in UC mice were assessed using Western blotting. DSS treatment significantly reduced the expression of the tight junction proteins ZO-1 and occludin (Figure 5G–I). However, ceAF treatment notably improved the downregulation of ZO-1 and occludin induced by DSS in the colon tissue (Figure 5G–I).

### 3.5. General Characteristics of ceAF vs. DSS Transcriptomic Analysis

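RNA sequencing was performed on colon tissue of 5 mice of the DSS group and 5 mice of the ceAF group, numbered here DSS-1 to DSS-5 and ceAF-1 to ceAF-5. Both groups drank 3% DSS for 7 days, and the ceAF group then received 15 mL/kg ceAF by gavage for 10 days. Colon of untreated mice and of mesalazine-treated mice was not analysed here, so the values compare ceAF with DSS alone. A company performed the sequencing, and the table that the authors deposited lists mouse genes by Ensembl identifier and position. For each mouse it gives the count of reads on each gene, without normalization, and the FPKM value, which is the same count divided by the exonic length of the gene and by the total count of the library. The paper's text names neither the read aligner, the counting program, the genome build nor the test used for the sequencing data. Gene positions are therefore given as they stand in that table, whose build is not named. Between 16275884 and 19901549 reads per mouse were counted on genes in the DSS group, with a median of 16426125, and between 14676471 and 18811795 in the ceAF group, with a median of 16058782. The counts of every pair of libraries within a group differed by more than counting noise, with a chi-square statistic per gene of 14.6 to 148 over the 20 pairs, so none of them was a copy of another. That each library came from a different mouse rests on the sample labels. From the counts, genes too low to be tested were removed with edgeR's filterByExpr, and libraries were normalized by the trimmed mean of M-values (TMM). Groups were compared with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes kept. A gene was called a DEG at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction, the limits drawn in Figure 6A, whereas the paper's methods give a fold change of at least 1 and a p-value under 0.05. The choice between adjusted and unadjusted p-values and the choice of count model both changed the number of genes called.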

To further elucidate the mechanism by which ceAF exerts its anti-inflammatory protective effects, a transcriptomic analysis was conducted on colon tissue from UC mice with and without ceAF intervention. The RNA sequencing data revealed that ceAF upregulated 3 genes and downregulated 44 genes compared to the DSS group (Figure 6A,B). 

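In the table, 16545 genes had enough counts to be tested. After adjustment 0 of them were DEGs between the ceAF and DSS groups, and 0 passed an adjusted p-value under 0.05 at any fold change. The smallest adjusted p-value was 0.656 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05, 1146 genes differed, of which 607 were lower and 539 higher in the ceAF group. With a log2 fold change of at least 1 as well, 275 genes differed, 237 lower and 38 higher. Without DSS-1 these counts were 712 genes, 321 lower and 391 higher, and with the fold change limit 149 genes, 104 lower and 45 higher. The common dispersion between mice of a group was 0.102. With DESeq2's Wald test and Benjamini-Hochberg adjustment in place of edgeR, 25 genes were called at the same limits, 24 lower and 1 higher. The gene called higher was *Gm43203*, which was named only after its values were seen. When DSS-5 was left out, the quasi-likelihood test called 3 genes, *Ccl5*, *Cd3g* and *Lat*, all lower in the ceAF group, and it called 0 in each of the other 9 fits that left out one mouse. Simulated counts had the means and library sizes of these mice and 200 genes changed 2-fold. Calls there used an adjusted p-value under 0.05 without the fold change limit, unlike the DEGs above. The quasi-likelihood test recovered 36% of the changed genes with 0% false calls. DESeq2 recovered 59.5% of them, and 21.7% of its calls were false.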

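The interaction network in Figure 6C shows 30 genes whose names can be read, among them T-cell genes such as *Lck*, *Themis* and *Cd27*, chemokines such as *Ccl4* and *Ccl5*, and the neutrophil gene *S100a9*. They include the 8 TCR pathway genes. The study chose these genes on the same mice, so their values are not independent evidence of a difference. All 30 were tested, and all 30 were lower in the ceAF group, with a median log2 fold change of −1.42. The changes ranged from −5.15 for *S100a9* (standard error 1.50) to −1.08 for *Thy1* (standard error 0.229). Standard errors here and below were derived from the test, as the absolute log2 fold change over the square root of its F statistic. Each of the 30 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, the largest being 0.00568, and 30 stayed under 0.05 when adjusted over the list alone. In exact two-sided permutation tests over all assignments of the mice to groups, all 30 were also under 0.05. The ceAF and DSS mice did not overlap in 8 of the 30 genes, where chance gives 0.794% of genes. Adjusted over all genes tested, 0 of the 30 were DEGs, whereas DESeq2's Wald test with Benjamini-Hochberg adjustment called 18. A single mouse set the size of the largest changes, since *S100a9* reached 696.7 CPM in DSS-1 and between 5.05 and 84.6 in the other DSS mice. Without DSS-1 the log2 fold change of *S100a9* was −2.62, and that of *Ccl4* went from −3.66 to −2.16. DSS-5 stood apart in the other direction, with a mean log2 level of the 30 genes, relative to the mean of all mice, of −0.16 against 0.90 to 1.23 in the other DSS mice.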

Figure 6C illustrates the interaction between these differentially expressed genes (DEGs). 

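The deposited table assigns KEGG pathways to 16080 genes, and 6989 of these were tested, in 367 pathways with at least 5 tested genes. The TCR signaling pathway holds 182 genes of the table, of which 105 were tested. Because 0 genes were DEGs after adjustment, there was no set of DEGs to test for enrichment at the main limits. For the genes at an unadjusted p-value under 0.05 with a log2 fold change of at least 1, 137 had a KEGG annotation and 18 of them belonged to the TCR signaling pathway, where 2.06 would be drawn by chance. One-sided Fisher's exact tests with Benjamini-Hochberg adjustment gave this pathway an adjusted p-value of 2.06e-10, behind cytokine-cytokine receptor interaction with 25 of 188 genes and 5.04e-12, and 31 pathways were under 0.05. With each mouse left out in turn, 15 to 23 genes of the pathway were in the set and its rank was 1 to 3, and without DSS-1 it held 16 of 58 annotated genes. Of the genes called by DESeq2, 15 had an annotation and 6 lay in the TCR signaling pathway, with 0.208 drawn by chance from the 8226 annotated genes it tested. The pathway then ranked first of 370, with an adjusted p-value of 1.04e-05 in Fisher's exact test with Benjamini-Hochberg adjustment, and 10 pathways were under 0.05. Fisher's exact test treats genes as independent draws, so its p-values for each gene set make no allowance for correlation between genes. Both gene sets and the fits that left out one mouse were taken up only after the number of DEGs was known, as was limma's camera, which ranks pathways over all their tested genes. Camera placed the TCR signaling pathway first of 367, with 74 of its 105 genes lower in the ceAF group, a median log2 fold change of −0.16 and an adjusted p-value of 4.76e-07 after Benjamini-Hochberg adjustment. It put 84 pathways under 0.05 with its preset correlation between genes, but 0 with an estimated correlation and 0 with limma's fry. The adjusted p-value of the TCR signaling pathway was then 0.759 and 0.644, and its rank was 5 and 4 of 367.
The 8 genes that the paper names in this pathway are among the 105. Of the other 97, 66 were lower in the ceAF group, with a median log2 fold change of −0.12, and 20 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, all 20 of them lower. A separate list of 76 TCR signaling genes without these 8, drawn up from general knowledge and not from KEGG, had 73 tested genes, of which 48 were lower, with a median of −0.11. Camera gave this list an unadjusted p-value of 5.26e-06, against 0.0691 with fry and 0.103 with an estimated correlation.

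**Figure D1:**
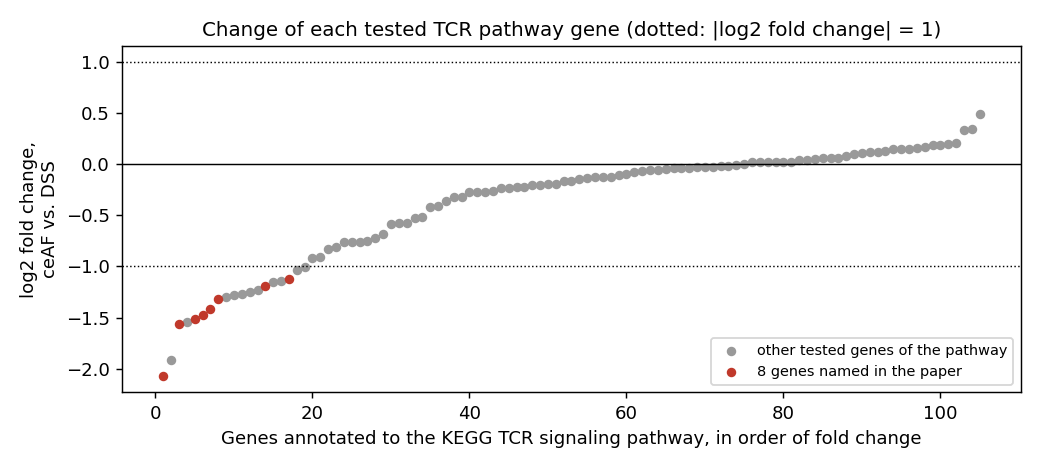
Log2 fold change (ceAF against DSS, 5 mice each) of the 105 tested genes of the KEGG TCR signaling pathway in order of size, 1 point per gene. Red points are the 8 genes that the paper names in this pathway. Gray points are the other 97 genes, and dotted lines mark a log2 fold change of 1 in either direction.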

A KEGG pathway enrichment analysis of DEGs revealed that the T-cell receptor (TCR) signaling pathway was the most significantly altered by the ceAF intervention (Figure 6D). Within this pathway, eight DEGs were identified: *CD3e*, *Itk*, *Cd3d*, *CD8a*, *Lck*, *Lat*, *CD3g*, and *CD8b1*. 

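*Cd3g*, *Cd3d* and *Cd3e* encode the CD3 chains that carry the TCR signal into the cell and lie side by side on chromosome 9. *Cd3g* (ENSMUSG00000002033) spans 44880870 to 44891729 on the reverse strand, *Cd3d* (ENSMUSG00000032094) 44893084 to 44898637 on the forward strand, and *Cd3e* (ENSMUSG00000032093) 44910038 to 44920925 on the reverse strand. *Cd8b1* (ENSMUSG00000053044, 71299772 to 71314478) and *Cd8a* (ENSMUSG00000053977, 71350411 to 71356157), which encode the CD8 coreceptor, are both on the forward strand of chromosome 6. The kinase gene *Lck* (ENSMUSG00000000409) lies on chromosome 4 from 129442137 to 129467434 and the adaptor gene *Lat* (ENSMUSG00000030742) on chromosome 7 from 125962996 to 125968742, both on the reverse strand. All 8 genes were lower in the ceAF group. The smallest p-value of all genes tested belonged to *Cd3g*, at 17.7 ± 5.41 TMM-normalized CPM in the DSS group and 6.40 ± 1.63 in the ceAF group (SD, n = 5 mice each). Its log2 fold change was −1.47 with a standard error of 0.265, an unadjusted p-value of 0.000174 and an adjusted p-value of 0.656 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cd8b1* changed most, from 8.37 ± 1.75 to 1.99 ± 0.997 CPM, a log2 fold change of −2.08 (standard error 0.400). *Lat* went from 13.5 ± 4.74 to 4.55 ± 1.27 CPM and a log2 fold change of −1.56 (standard error 0.304). *Lck* went from 23.1 ± 6.69 to 9.24 ± 2.64 and −1.32 (standard error 0.278), and *Cd8a* from 25.3 ± 8.62 to 9.47 ± 3.58 and −1.42 (standard error 0.309). The log2 fold change was −1.52 (standard error 0.340) for *Cd3d* and −1.19 (standard error 0.335) for *Cd3e*.
The adjusted p-value over all genes was the same 0.656 for the 8 genes, and 8 of 8 were under 0.05 when adjusted over the list alone, the largest being 0.00442, which is not independent evidence because the study chose the list on these mice. DESeq2's Wald test with Benjamini-Hochberg adjustment called 6 of the 8, and gave an adjusted p-value of 0.152 for *Cd3e*. In *Cd8a* and *Cd8b1* every ceAF mouse lay below every DSS mouse (exact two-sided permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). The exact permutation p-values of the other 6 genes were 0.0159 to 0.0397. In each of the 8 genes every ceAF mouse lay below DSS-1 to DSS-4. DSS-5 lay within the range of the ceAF mice in *Cd3e*, *Cd3d*, *Lck*, *Lat* and *Cd3g*, with 4.32 CPM of *Cd3d* against 10.1 to 13.6 in the other DSS mice. It lay between the groups in *Cd8a* and *Cd8b1*, with 5.46 CPM of *Cd8b1* against at most 2.99 in the ceAF mice and at least 8.46 in the other DSS mice. Without DSS-5 the log2 fold change was −1.63 for *Cd3g* and −1.75 for *Lat*, each with an adjusted p-value of 0.0366 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each mouse left out in turn, the log2 fold change stayed between −1.63 and −1.37 for *Cd3g* and between −2.26 and −1.82 for *Cd8b1*. Given the role of TCR signaling in inflammation, the paper proposes as a hypothesis that ceAF may act on UC through inhibition of an overactivated TCR pathway.

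**Figure D2:**
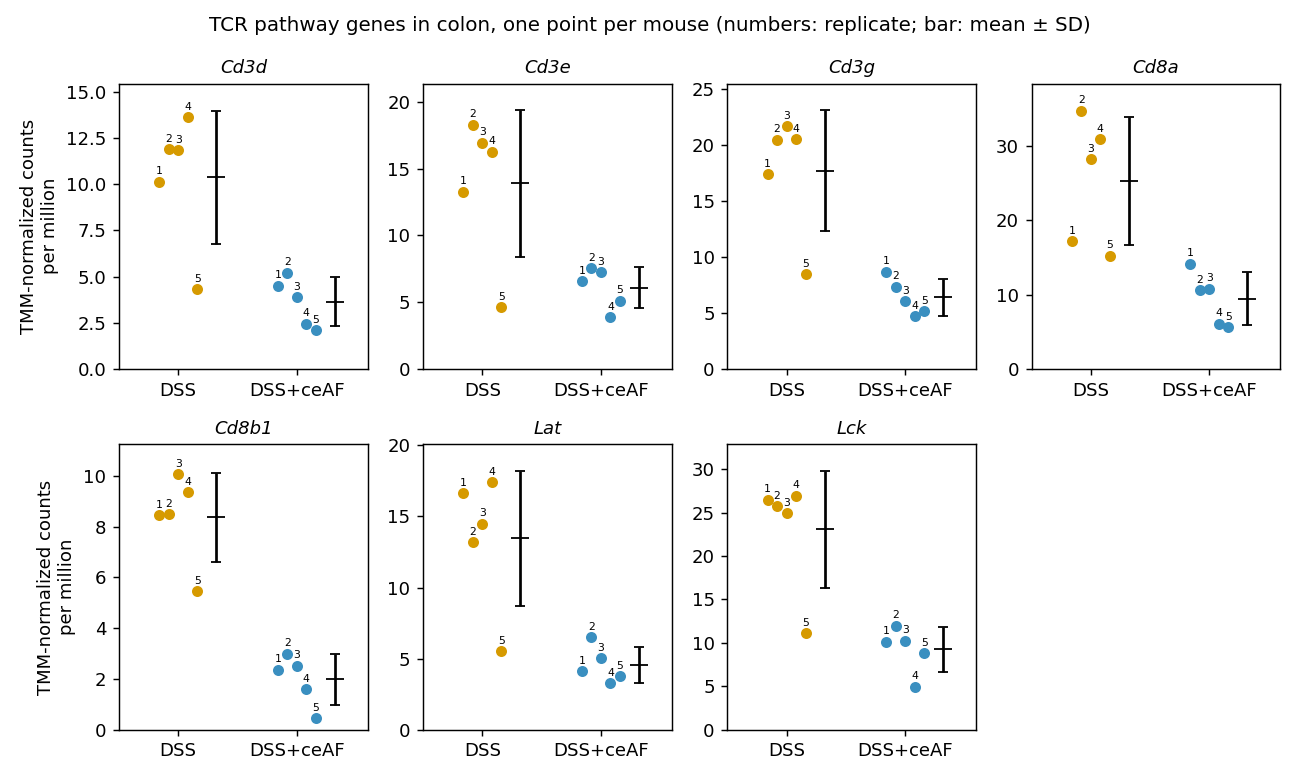
TMM-normalized CPM of 7 TCR pathway genes in colon, 1 point per mouse with its replicate number, for the DSS group and the DSS + ceAF group (n = 5 each). Black bars give the mean ± SD. In each gene the ceAF mice lie below DSS-1 to DSS-4, and DSS-5 is the lowest mouse of its group.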

Figure 6E–L illustrate the mRNA expression levels of these genes in colon tissue from DSS-induced UC mice following ceAF intervention. In alignment with the sequencing data, DSS treatment significantly upregulated the mRNA levels of these genes, while the ceAF intervention mitigated this upregulation, demonstrating effects comparable to those of the positive control drug, mesalazine.

### 3.6. ceAF Alleviates DSS-Induced Hyperactivation of the TCR Signaling Pathway in Colon Tissue of UC Mice

Given the critical role of the TCR signaling pathway in inflammation, ceAF may mitigate DSS-induced UC by inhibiting the overactivation of this pathway. To test this hypothesis, we examined colon tissue from DSS-induced UC mice treated with ceAF, focusing on LCK, ZAP70, and LAT—core proteins regulating TCR signaling—and their phosphorylation levels. Western blotting results demonstrated that, compared to the control group, DSS treatment significantly upregulated the expression and phosphorylation of LCK, ZAP70, and LAT. However, this upregulation was inhibited by ceAF and mesalazine (Figure 7A–J). Immunohistochemical staining further confirmed that ceAF inhibited the DSS-induced activation of LCK, ZAP70, and LAT in the TCR signaling pathway, concurrently downregulating their phosphorylation levels (Figure 8A–G).

### 3.7. ceAF Inhibits the TCR Signaling Pathway in Jurkat Cells via the LCK/ZAP70/LAT Axis

The human T lymphocyte cell line Jurkat was used to further explore the molecular mechanisms by which ceAF regulates the LCK/ZAP70/LAT-mediated TCR signaling pathway. Initially, the cytotoxic effects of ceAF on Jurkat cells were assessed, revealing that treatment with ceAF alone (1% to 20%) for 24 h did not impact cell viability (Figure 9A). Subsequently, the effects of different ceAF concentrations (1% to 20%) on the TNF-α-induced inflammatory response in Jurkat cells were evaluated. Jurkat cells were first treated with 50 ng/mL TNF-α for 24 h, followed by ceAF treatment for an additional 24 h. The results showed that TNF-α significantly upregulated TNF-α (Figure 9B) and IL-1β (Figure 9C), while downregulating the anti-inflammatory cytokine IL-10 (Figure 9D) compared to the control group. Both 10% and 20% ceAF effectively counteracted these effects (Figure 9B–D). Subsequently, the impact of ceAF on TCR signaling pathways in TNF-α-induced Jurkat cells was examined. The findings indicated that TNF-α significantly upregulated the expression and phosphorylation levels of LCK, ZAP70, and LAT in Jurkat cells compared to the control group, with these effects being inhibited by ceAF (Figure 10A–J). SB203580 is a selective inhibitor that inhibits LCK activity in cells. TNF-α-induced Jurkat cells were treated with ceAF or SB20358 to verify whether ceAF had similar effects to the inhibitor SB203580. The results of Western blotting showed that ceAF was consistent with the effect of SB203580, an LCK inhibitor, and was able to inhibit the expression of LCK, ZAP70, LAT, and their phosphorylation levels in Jurkat cells upregulated by TNF-α (Figure 11A–J).

To investigate whether ceAF exerts its anti-inflammatory effects through the regulation of the LCK/ZAP70/LAT axis, LCK was overexpressed in Jurkat cells. Compared to the control group, TNF-α significantly upregulated the expression of LCK, ZAP70, LAT, and their phosphorylation levels, which were downregulated in the ceAF-treated group (Figure 12A–J). While the overexpressed LCK successfully induced significant LCK expression, ceAF did not reduce this expression (Figure 12A,C). Moreover, ceAF was unable to decrease the expression of ZAP70, LAT, or their phosphorylation levels in the pLenti-CMV-LCK group (Figure 12A,E–J). These findings collectively suggest that ceAF exerts its anti-inflammatory protective effects by modulating the LCK/ZAP70/LAT-mediated TCR signaling pathway.

## 4. Discussion

The increasing prevalence of UC is becoming a major global health concern, largely driven by rapid lifestyle changes and heightened mental stress [24]. Although the pathogenesis of UC is highly complex, there is a growing body of evidence that highlights the importance of targeting anti-inflammatory pathways to effectively manage the condition [25,26,27,28,29]. Given UC’s prominence as a digestive disorder, the development of FFs as adjuncts to nutritional interventions holds considerable promise. Recent studies on protective formulations derived from traditional Chinese medicine and natural ingredients have provided new perspectives for the development of nutritional intervention and FFs. Prior research on ceAF has shown that it possesses several biological activities, including anti-inflammatory, antioxidant, and anti-myocardial infarction properties. For instance, ceAF has been shown to promote wound healing by regulating M2 macrophage transformation and reducing inflammatory cell infiltration [11,30]. In this study, ceAF demonstrated anti-inflammatory and reparative effects against UC using a DSS-induced model, both in vitro with Caco-2 cells and in vivo with C57BL/6 mice. Specifically, ceAF reduced DSS-induced levels of pro-inflammatory cytokines TNF-α and IL-1β, while increasing the expression of the anti-inflammatory cytokine IL-10. Furthermore, ceAF elevated the levels of SOD and GSH, which are indicators of antioxidant activity, while concurrently decreasing the MDA content. This suggests that ceAF may mitigate oxidative stress injury induced by DSS. These findings suggest that ceAF could have significant protective effects against UC.

Further analysis of ceAF compounds using UPLC-MS identified 249 components, including nucleosides and fatty acids, which were present in different ionization modes. Notably, fatty acids like palmitic acid, stearic acid, and valeric acid, which were not identified in previous studies [30], were found to be abundant. Given that fatty acids play crucial roles in energy metabolism and inflammation, their presence could be a major contributor to ceAF’s anti-inflammatory properties. This is supported by clinical and animal model studies [4,31,32,33,34,35], which suggest that fatty acids improve the quality of life in patients with Crohn’s disease and UC by mitigating inflammation and oxidative stress. Exosomes (EXOs) have been identified in mammalian amniotic fluid and are known to play a critical role in cell-to-cell communication [36,37]. Amniotic-fluid-derived exosomes (AF-EXOs) have been implicated in immune regulation [38] and have been shown to mitigate intestinal injury in experimental models [39,40]. Acting as carriers of bioactive molecules, AF-EXOs are encapsulated by phospholipid bilayers, which protect their cargo from degradation in the gastrointestinal tract and facilitate absorption into deeper regions of the gut [36,41]. This protective mechanism may partly explain the biological activity of ceAF, as fatty acids, proteins, and nucleosides undergo partial degradation during digestion and absorption. Our findings reveal that ceAF is rich in fatty acids, many of which enter systemic circulation through the portal vein or lymphatic system. Consequently, it is plausible that ceAF exerts its anti-inflammatory effects through multiple pathways and targets, rather than through localized actions alone.

UC’s hallmark symptoms, such as intestinal necrosis and barrier impairment, are primarily driven by chronic inflammation and oxidative stress. This damage to the intestinal barrier reduces the expression of tight junction proteins, exacerbating disease progression and potentially leading to colonic fibrosis [42,43,44,45,46]. A recent study showed that fibroblast markers were significantly elevated in the blood of UC patients and were associated with immune activation status [47]. This suggests that chronic inflammation and oxidative-stress-induced intestinal barrier damage and fibrosis are important links in the development of UC. In our study, ceAF at concentrations of 10% and 20% significantly protected Caco-2 cells from DSS-induced cytotoxicity and improved cell viability. Additionally, ceAF upregulated the tight junction proteins ZO-1 and occludin in both Caco-2 cells and DSS-induced C57BL/6 mice, which indicates its ability to reinforce the intestinal barrier. Furthermore, ceAF improved colonic shortening, crypt depth, and fibrosis in DSS-induced UC mice, demonstrating an efficacy comparable to mesalazine [48].

The role of intestinal intraepithelial lymphocytes (IELs) in maintaining immune homeostasis is well-established, and their dysregulation has been linked to UC pathogenesis [49]. TCR signaling, particularly through the Ras-MAPK and NF-κB pathways, plays a pivotal role in T-cell activation and immune regulation [50,51,52,53,54,55]. Previous studies have implicated the TCR signaling pathway in UC development, especially with the overexpression of the IRF5 protein exacerbating disease severity [56,57]. Consistent with these findings, our KEGG enrichment analysis revealed that the TCR signaling pathway is a critical target of ceAF in ameliorating UC. ceAF was found to inhibit key genes in this pathway, including *CD3e*, *Itk*, *CD8a*, and *Lck* in DSS-treated mice.

Lck, a lymphocyte-specific protein tyrosine kinase, is essential for TCR signaling by phosphorylating downstream molecules like ZAP70 and LAT [58,59,60,61,62]. The overexpression of Lck has been associated with the development of UC, and its inhibition has been shown to reduce T-cell activation and alleviate UC symptoms [63,64,65,66]. This suggests that LCK may be involved in UC development by regulating downstream ZAP70 and LAT. In addition, some studies have reported the role of LCK in diabetes, indicating that the interaction of protein tyrosine phosphatase with Src kinase Lck is associated with type I diabetes [67,68], and the inhibition of Lck can inhibit T-cell activation to treat type I diabetes [69], whereas ceAF has already been shown to ameliorate inflammatory responses in STZ-induced diabetic mice and to promote healing of diabetic wounds in mice [11]. These studies provide evidence that ceAF may exert anti-inflammatory effects through the LCK/ZAP70/LAT pathway. Consistent with this, in this study, our results demonstrated that DSS significantly upregulated the expression and phosphorylation levels of LCK, ZAP70, and LAT, a phenomenon that was inhibited by ceAF or mesalazine. These findings were further validated by immunohistochemical staining, confirming the regulatory effect of ceAF on the TCR signaling pathway in UC. These findings collectively indicate that ceAF exerts anti-inflammatory effects through the inhibition of TCR signaling pathway activation. To further explore the molecular mechanisms by which ceAF regulates the LCK/ZAP70/LAT-mediated TCR signaling pathway, we employed a TNF-α-induced inflammatory model in Jurkat cells in vitro. Similar to the observations made in Caco-2 cells, various concentrations of ceAF (ranging from 1% to 20%) were not cytotoxic to Jurkat cells. Notably, treatment with 10% and 20% ceAF significantly reduced TNF-α-induced inflammatory responses in Jurkat cells. Specifically, ceAF downregulated the expression levels of the pro-inflammatory cytokines TNF-α and IL-1β, while upregulating the anti-inflammatory cytokine IL-10. Additionally, a Western blot analysis revealed that both 10% and 20% ceAF inhibited the TNF-α-induced expression and phosphorylation levels of LCK, ZAP70, and LAT in Jurkat cells. Interestingly, the effect of 20% ceAF was comparable to that of SB203580, a selective inhibitor of LCK. Furthermore, the protective effect of ceAF was abrogated following the overexpression of LCK. This is similar to previous results that show that the overexpression of LCK leads to the development of UC. These common results suggest that ceAF exerts anti-inflammatory protective effects by regulating TCR signaling pathways through the LCK regulation of its downstream ZAP70 and LAT expression.

In conclusion, this study provides the first evidence that ceAF can mitigate ulcerative colitis (UC) and TNF-α-induced inflammatory responses by inhibiting the LCK/ZAP70/LAT signaling pathway, thereby reducing TCR signaling hyperactivation. Additionally, ceAF improved several pathological features of UC, including cellular necrosis, colonic shortening, and fibrosis. CeAF’s non-toxic and readily available nature suggests its potential as a nutritional intervention or functional food for managing UC. To obtain more adequate conclusions, future studies may examine alternative modes of administration (e.g., enema or intraperitoneal injection) and analyze data on ceAF in zygotes from different sources and breeds. In addition, we should investigate the clinical correlation between active components of ceAF (such as fatty acids, nucleosides, and amides) and UC patients and explore other formulations of ceAF (e.g., lyophilized powder or concentrate) to enhance human utilization. Finally, we should focus on isolating and purifying the bioactive components of ceAF, including ceAF-EXOs, to further explore its therapeutic potential, particularly in immune-mediated diseases like UC.

## Figures and Tables

**Figure 1:**
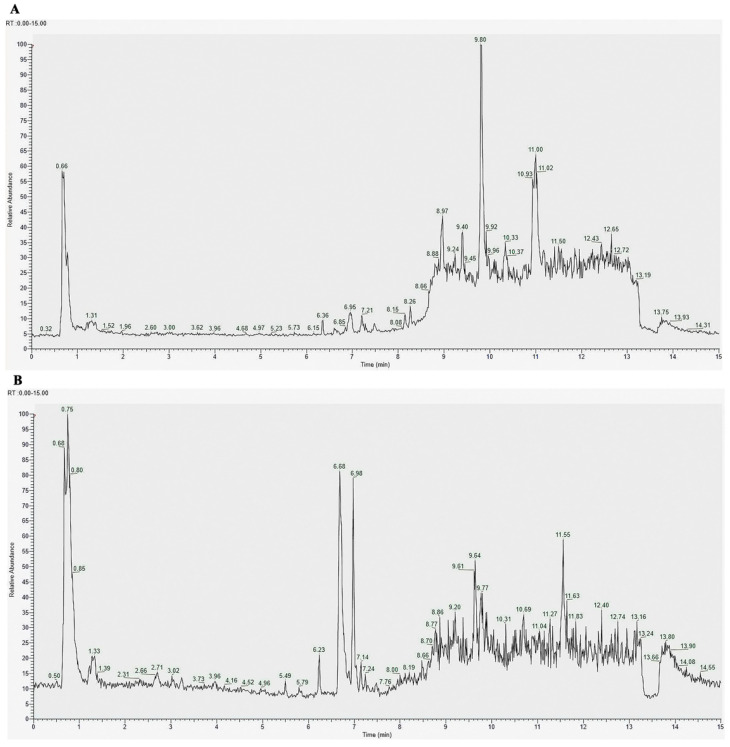
Total ion chromatograms of ceAF: (**A**) base peak chromatogram obtained by negative ion mode; and (**B**) base peak chromatogram obtained by positive ion mode. Abscissa: time; ordinate: relative abundance.

**Figure 2:**
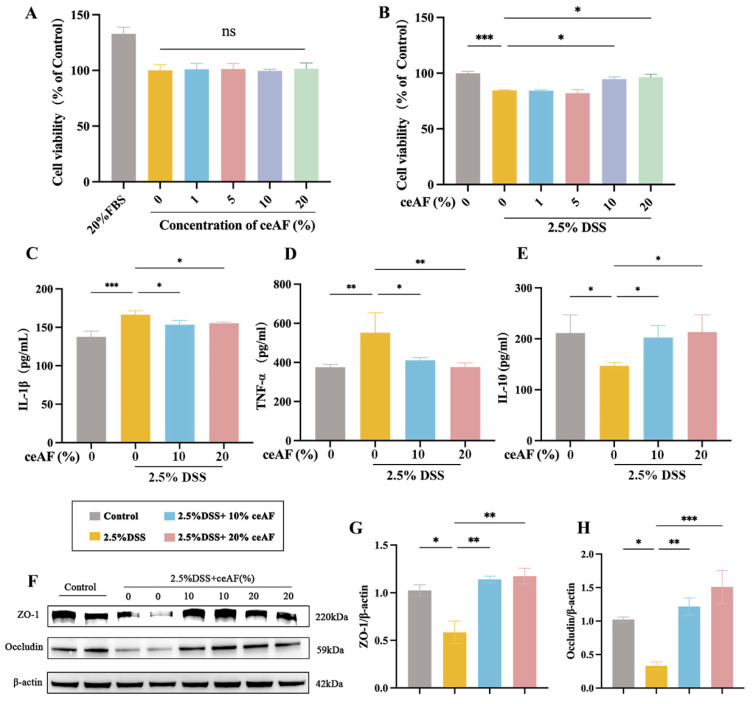
Effect of ceAF on DSS-induced Caco-2 cells. (**A**) Effect of ceAF (1% to 20%) at different concentrations alone for 24 h on the viability of Caco-2 cells. (**B**) Effect of 24 h post-treated with different concentrations of ceAF (1% to 20%) on the viability of Caco-2 cells treated with 2.5% DSS for 24 h. Effect of ceAF (10% and 20%) post-treated on intracellular IL-1β (**C**), TNF-α (**D**), and IL-10 (**E**) levels in Caco-2 cells after 2.5% DSS intervention. (**F**) Western blotting was used to detect the expression of ZO-1 (**G**) and occludin (**H**) after 2.5% DSS and 2.5% DSS + ceAF (10% and 20%) intervention. All data are presented as mean ± SD (*n* = 3); ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 3:**
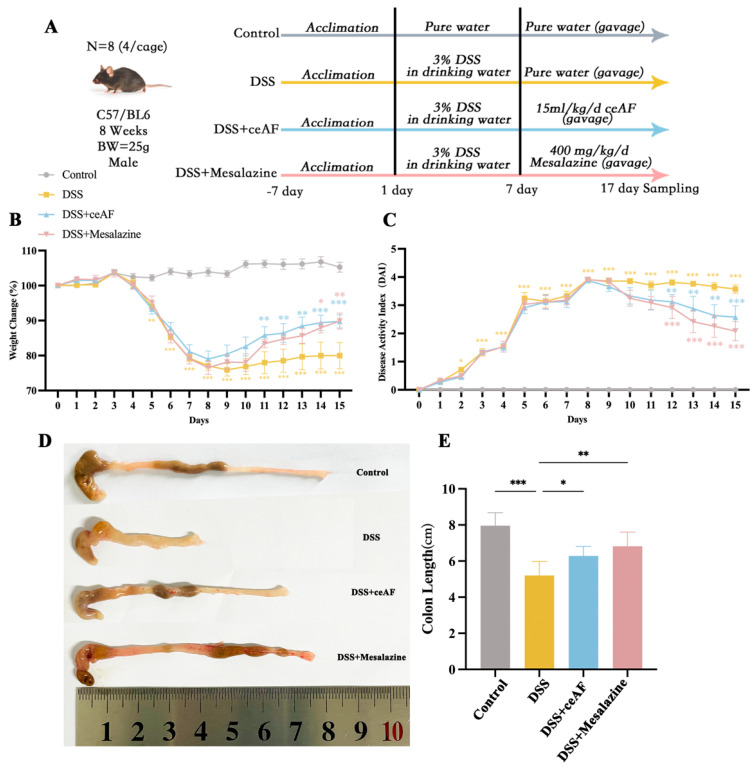
(**A**) Experimental design diagram. Effect of ceAF and mesalazine intervention on DSS-induced body weight (**B**), DAI (**C**), and colon length (**D**,**E**) in C57 mice. All data are presented as mean ± SEM (*n* = 6); ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 4:**
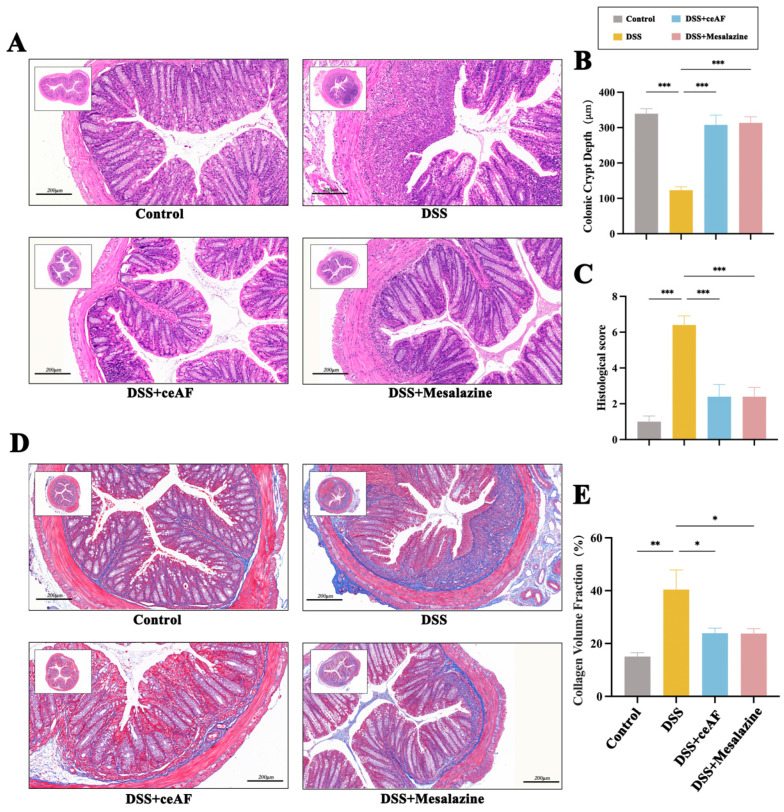
Effect of ceAF and mesalazine intervention on DSS-induced histomorphological changes in colon tissue of C57 mice. Colon tissue sections were stained with (**A**) H&E and (**D**) Masson dyes and observed microscopically. (**B**) Colon histopathology score. (**C**) Colonic crypt depth. (**E**) Collagen volume fraction. Scale bar: 200 μm. All data are presented as mean ± SEM (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 5:**
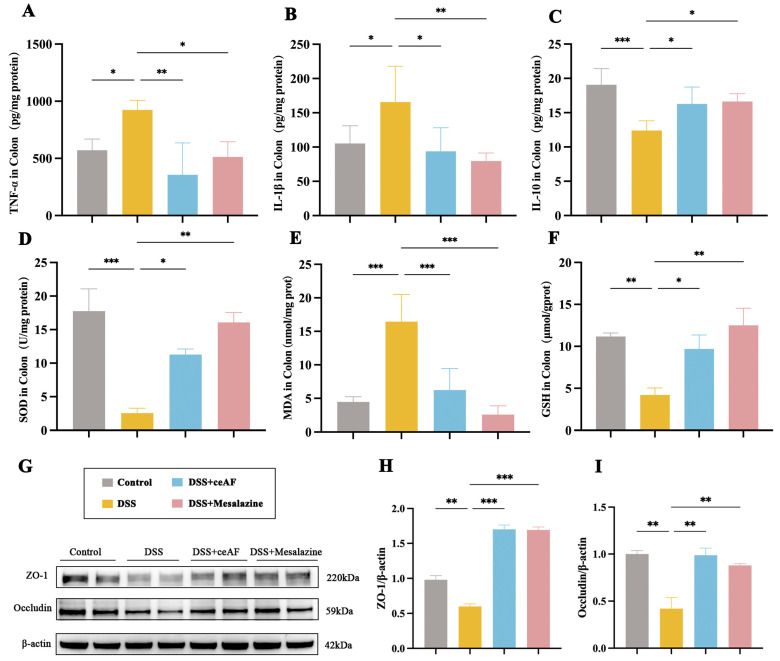
Effect of ceAF and mesalazine intervention on DSS-induced IL-1β (**A**), TNF-α (**B**), IL-10 (**C**), SOD (**D**), MDA (**E**), and GSH (**F**) levels in colon tissue of C57 mice. (**G**) Western blotting was used to detect the expression of ZO-1 (**H**) and occludin (**I**) in colon tissue after ceAF and mesalazine intervention; all data were expressed as mean ± SEM (*n* = 6); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 6:**
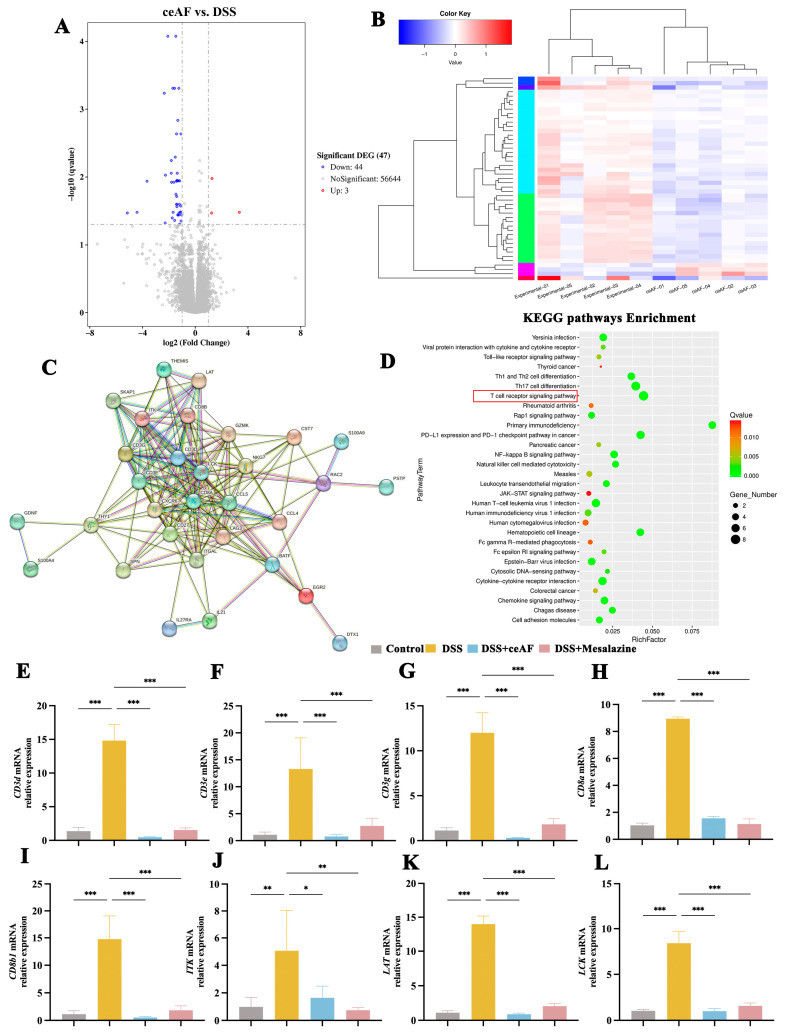
Transcriptome analysis of colon tissue between ceAF and DSS groups. (**A**) Volcano plot of differentially expressed genes (DEGs) between ceAF and DSS groups. (**B**) Heatmap of DEGs between ceAF and DSS groups. Red and blue represent up- and downregulated genes, respectively. (**C**) Predicted protein interaction (PPI) networks based on DEGs. (**D**) KEGG pathways predicted based on DEGs. Real-time PCR was used to detect the mRNA levels of *CD3d* (**E**), Cd3E (**F**), CD3g (**G**), *CD8a* (**H**), *CD8b1* (**I**), *Itk* (**J**), *Lat* (**K**), and *Lck* (**L**) in DSS-induced colon tissue of C57 mice from ceAF and mesalazine intervened. Red box indicates signaling pathways focused according to *p*-value and number of genes. All data were expressed as mean ± SEM (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

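The heatmap in Figure 6B draws the DEGs, whereas the separation of the 10 mice over all genes kept was measured on log2 TMM-normalized CPM. The ratio of the variation between the groups to that within them (PERMANOVA pseudo-F on Euclidean distances) was 0.995, with an exact p-value of 0.452 over all ways to divide the mice into 5 and 5. Over the 1000 most variable genes the ratio was 0.825 with an exact p-value of 0.651. With each mouse left out in turn the ratio ranged from 0.751 without DSS-1 to 1.22 without DSS-5, and the exact p-values from 0.206 to 0.825. The groups were therefore not separable over all genes at this number of mice. Principal component 1 held 30.8% of the variance and set ceAF-1 (93.5) apart from the other 9 mice, which lay between −45.5 and 16.0. Principal component 2 held 19.4% and had DSS-1 (60.3) and DSS-5 (−45.8) at its ends.

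**Figure D3:**
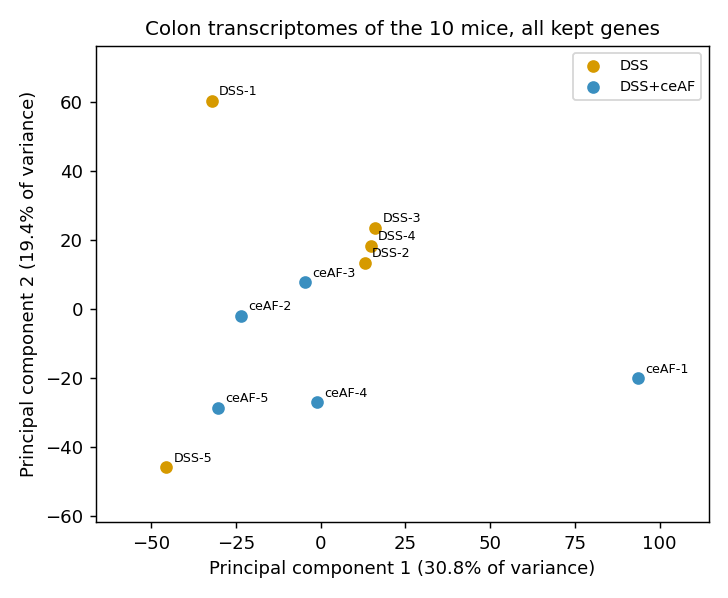
Principal components 1 and 2 of the colon transcriptomes of the 10 mice, 1 point per mouse, over all genes kept (axes in units of log2 CPM, summed over genes). The ceAF mice, apart from ceAF-1, lie among the DSS mice on component 1, and DSS-1 and DSS-5 lie farthest apart on component 2.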

**Figure 7:**
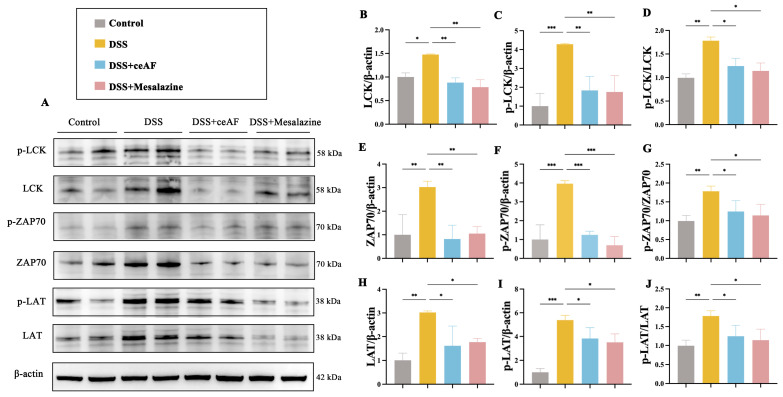
Effect of ceAF and mesalazine intervention on DSS-induced TCR signaling in colon tissue of C57 mice. (**A**) Western blotting was used to detect the expression of LCK (**B**), p-LCK (**C**), p-LCK/LCK (**D**), ZAP70 (**E**), p-ZAP70 (**F**), p-ZAP70/ZAP70 (**G**), LAT (**H**), p-LAT (**I**), and p-LAT/LAT (**J**) in DSS-induced colon tissue of C57 mice from ceAF and mesalazine intervened. All data were expressed as mean ± SEM (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 8:**
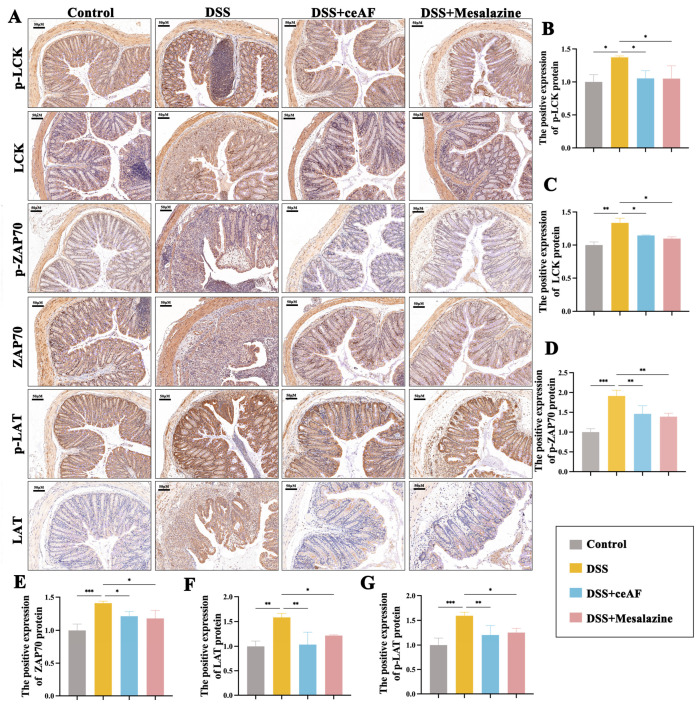
Effect of ceAF and mesalazine intervention on DSS-induced TCR signaling in colon tissue of C57 mice. (**A**) Immunohistochemical staining was used to detect the expression of p-LCK (**B**), LCK (**C**), p-ZAP70 (**D**), ZAP70 (**E**), LAT (**F**), and p-LAT (**G**) in DSS-induced colon tissue of C57 mice from ceAF and mesalazine intervened. All data were expressed as mean ± SEM (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 9:**
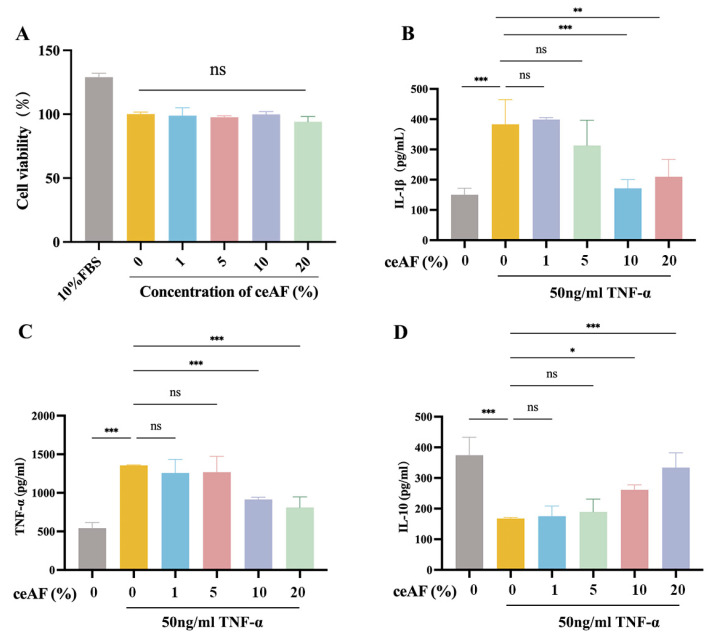
Effect of ceAF on TNF-α-induced Jurkat cells. (**A**) Effect of ceAF (1% to 20%) at different concentrations alone for 24 h on the viability of Jurkat cells. Effect of ceAF (1% to 20%) post-treated on intracellular IL-1β (**B**), TNF-α (**C**), and IL-10 (**D**) levels in Jurkat cells after 50 ng/mL TNF-α intervention. All data are presented as mean ± SD (*n* = 3); ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 10:**
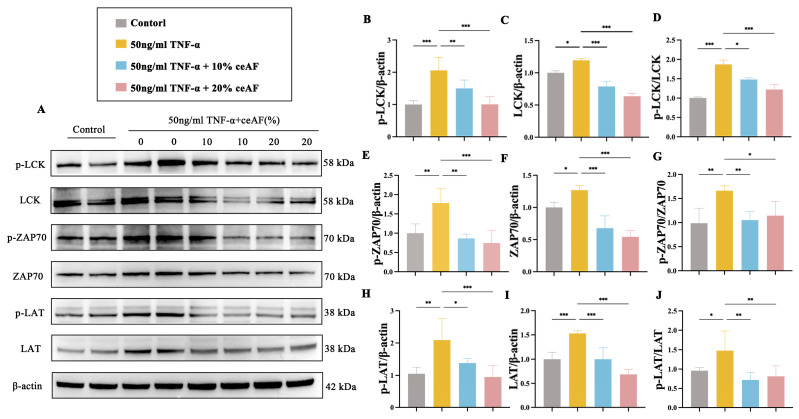
Effect of ceAF intervention on TNF-α-induced TCR signaling pathway in Jurkat cells. (**A**) Western blotting was used to detect p-LCK (**B**), LCK (**C**), p-LCK/LCK (**D**), p-ZAP70 (**E**), ZAP70 (**F**), p-ZAP70/ZAP70 (**G**), p-LAT (**H**), LAT (**I**), and p-LAT/LAT (**J**) expression in Jurkat cells after intervention with single TNF-α or combined ceAF intervention. All data were expressed as mean ± SD (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 11:**
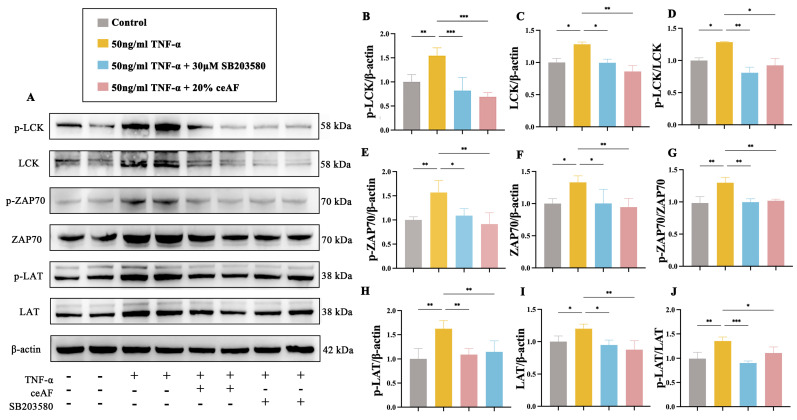
Effect of ceAF and LCK inhibitor SB203580 intervention on TNF-α-induced TCR signaling pathway in Jurkat cells. (**A**) Western blotting was used to detect the expression of p-LCK (**B**), LCK (**C**), p-LCK/LCK (**D**), p-ZAP70 (**E**), ZAP70 (**F**), p-ZAP70/ZAP70 (**G**), p-LAT (**H**), LAT (**I**), and p-LAT/LAT (**J**) in Jurkat cells treated with TNF-α alone or in combination with ceAF or SB203580. All data were expressed as mean ± SD (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 12:**
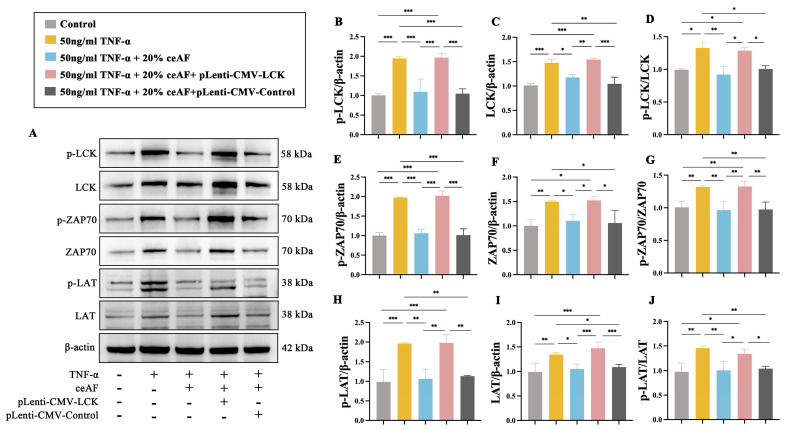
The effect of ceAF intervention on TNF-α-induced TCR signaling pathway in Jurkat cells was examined after overexpression of LCK. (**A**) Western blotting was used to detect the expression of p-LCK (**B**), LCK (**C**), p-LCK/LCK (**D**), p-ZAP70 (**E**), ZAP70 (**F**), p-ZAP70/ZAP70 (**G**), p-LAT (**H**), LAT (**I**), and p-LAT/LAT (**J**) in Jurkat cells after TNF-α, TNF-α + ceAF + pLenti-CMV-LCK, and TNF-α + ceAF + pLenti-CMV-Control intervention. All data were expressed as mean ± SD (*n* = 3); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Table 1:** Compounds in ceAF detected by UPLC-MS.

**Negative Ion Mode**					
**No.**	**Compound Name**	**Formula**	***m*** **/*z***	**RT [min]**	**Group Area**
1	Palmitic acid	C16 H32 O2	255.23287	9.813	4,357,510,384
2	Stearic acid	C18 H36 O2	283.26453	10.958	4,061,435,490
3	Valeric acid	C5 H10 O2	101.06094	13.288	2,520,589,319
4	Myristic acid	C14 H28 O2	227.20191	8.96	870,899,862.9
5	dl-Lactic acid	C3 H6 O3	89.02454	0.791	358,035,153.6
6	Kojic acid	C6 H6 O4	141.01717	0.664	348,432,111.8
7	Caprylic acid	C8 H16 O2	143.10794	13.207	244,523,673.5
8	2,6-di-tert-Butylphenol	C14 H22 O	205.15992	8.259	177,305,015.2
9	Oleic acid	C18 H34 O2	281.2489	9.978	155,150,822.5
10	Pentadecanoic acid	C15 H30 O2	241.21766	9.384	149,309,887.4
11	Lauric acid	C12 H24 O2	199.17056	8.143	148,878,532.1
12	Uric acid	C5 H4 N4 O3	167.02128	1.196	130,110,907.9
13	Palmitoleic acid	C16 H30 O2	253.21766	9.193	100,995,495.3
14	4-Dodecylbenzenesulfonic acid	C18 H30 O3 S	325.18482	10.975	94,350,125.41
15	3-Hydroxybutyric acid	C4 H8 O3	103.04017	1.078	78,136,007.21
**Positive Ion Mode**					
**No** **.**	**Compound Name**	**Formula**	***m*** **/*z***	**RT [min]**	**Group Area**
1	2-Amino-1,3,4-octadecanetriol	C18 H39 N O3	318.30018	6.677	1,609,178,255
2	Erucamide	C22 H43 N O	338.34161	11.545	1,603,181,304
3	Choline	C5 H13 N O	104.10702	0.754	1,184,765,704
4	Hexamethylenetetramine	C6 H12 N4	141.1135	13.246	851,641,374
5	Granisetron	C18 H24 N4 O	313.19831	8.857	782,405,096.8
6	Bis(4-ethylbenzylidene)sorbitol	C24 H30 O6	415.21155	6.97	593,893,594.6
7	Nicotinamide	C6 H6 N2 O	123.05532	2.374	444,547,455.8
8	l-Phenylalanine	C9 H11 N O2	166.08634	2.687	295,842,507.5
9	δ-Valerolactam	C5 H9 N O	100.07577	2.922	288,263,436.4
10	*N*-cyclohexyl-1-methyl-5-(1*H*-pyrrol-1-yl)-1*H*-pyrazole-4-carboxamide	C15 H20 N4 O	273.16737	13.23	251,908,905
11	Indan-1-one 1-(4,5-dihydro-1*H*-imidazol-2-yl)hydrazone	C12 H14 N4	215.12525	8.84	219,406,038
12	Betaine	C5 H11 N O2	118.08628	0.735	210,445,968.9
13	Hypoxanthine	C5 H4 N4 O	137.04589	2.071	186,643,512.7
14	l-Norleucine	C6 H13 N O2	132.10202	1.328	178,446,405.3
15	2-[(3*S*)-1-Isopropyl-3-pyrrolidinyl]-1H-benzimidazole-5-carbonitrile	C15 H18 N4	255.15664	8.865	157,960,783

**Table 2:** Content of fatty acids in ceAF.

No.	Fatty Acid	Content (μg/mL)	No.	Fatty Acid	Content (μg/mL)
1	Methyl Oleate	43.491	20	Methyl Elaidate	0.388
2	Methyl Palmitate	32.613	21	Methyl 10-Transnonadecenoate	0.323
3	Methyl Linoelaidate	11.532	22	Methyl 11-Eicosenoate	0.323
4	Methyl Stearate	11.113	23	Methyl Petroselaidate	0.32
5	Methyl Palmitoleate	3.74	24	Methyl Transvaccenate	0.314
6	Methyl Transvaccenate	2.551	25	Methyl Nervonoate	0.3
7	Methyl Petroselaidate	2.249	26	Methyl Erucate	0.287
8	Methyl 10-Heptadecenoate	1.495	27	Methyl Heptadecanoate	0.197
9	Methyl Arachidonate	1.461	28	Methyl Brassidate	0.177
10	Methyl Myristoleate	1.178	29	Methyl Alpha Linolenate	0.15
11	Methyl Myristelaidate	1.061	30	Methyl Pentadecanoate	0.098
12	Methyl 10-Transpentadecenoate	0.804	31	Methyl Lignocerate	0.035
13	Methyl 10-Pentadecenoate	0.556	32	Methyl Linoelaidate	0.032
14	Methyl 10-Transsheptadecenoate	0.556	33	Methyl Laurate	0.02
15	Methyl Trans 11-Eicosenoate	0.45	34	Methyl Docosadienoate	0.014
16	Methyl Docosahexaenoate	0.448	35	Methyl Undecanoate	0.005
17	Methyl Docosapentaenoate	0.416	36	Methyl Caprate	0.002
18	Methyl Palmitelaidate	0.412	37	Methyl Docosatetraenoate	0.002
19	Methyl Myristate	0.404			

## Data Availability

Datasets generated and analyzed during the current study have been uploaded into the GEO database as specified (accession number: GSE280748, token number: oxuxiucgpfohtod).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox14010051/s1, Table S1. Therapeutic effect of active ingredient in ceAF [13,14,15,16,17,18,70,71,72,73,74]. Table S2. Primer sequences used in quantitative RT-PCR assays.

# Supplementary material for: Chick Early Amniotic Fluid Alleviates Dextran-Sulfate-Sodium-Induced Colitis in Mice via T-Cell Receptor Pathway
**Source:** Antioxidants (Basel). 2025 Jan 4;14(1):51. doi: 10.3390/antiox14010051
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Therapeutic effect of active ingredient in ceAF

| No. | Ingredients   | Therapeutic utility                                                                                             | References |
|-----|---------------|-----------------------------------------------------------------------------------------------------------------|------------|
| 1   | Myristic acid | It can reduce 12-O-tetradecanoylphorbol-13-acetate (TPA) -induced skin inflammation and nociception in CD1 mice | [1,2]      |
| 2   | Valeric acid  | It can improve neuroplasticity and cognitive function in mice                                                   | [3]        |
| 3   | Kojic acid    | Inhibition of aging in human corneal endothelial cells via NF-κB and p21 signaling pathways                     | [4]        |
| 4   | Caprylic acid | Enhancing fat metabolism through inhibition of balanced nucleoside transporter 1                                | [5]        |
| 5   | Oleic acid    | Direct inhibition of tumor growth by unfolded protein response                                                  | [6]        |
| 6   | Erucamide     | Can modulate cholinergic function, improving depression and anxiety and cognitive performance                   | [7,8]      |
| 7   | Nicotinamide  | Good anti-inflammatory and antioxidant effects in nervous system and metabolic diseases                         | [9]        |
| 8   | Choline       | Enhancing lifelong memory in rat pups                                                                           | [10]       |
| 9   | Betaine       | It acts via ligand-gated ion channels to control behavioral states                                              | [11]       |
| 10  | Hypoxanthine  | It can enhance ATP production, thereby reducing radiation damage in vascular endothelial cells and mouse skin   | [12]       |

## References.

1. Alonso-Castro, A.J.; Serrano-Vega, R.; Pérez Gutiérrez, S.; Isiordia-Espinoza, M.A.; Solorio-Alvarado, C.R. Myristic acid reduces skin inflammation and nociception. *J Food Biochem* **2022**, *46*, e14013, doi:10.1111/jfbc.14013.
2. Gutiérrez-García, A.G.; Contreras, C.M.; Díaz-Marte, C. Myristic acid in amniotic fluid produces appetitive responses in human newborns. *Early Hum Dev* **2017**, *115*, 32–37, doi:10.1016/j.earlhumdev.2017.08.009.
3. Lai, Z.; Shan, W.; Li, J.; Min, J.; Zeng, X.; Zuo, Z. Appropriate exercise level attenuates gut dysbiosis and valeric acid increase to improve neuroplasticity and cognitive function after surgery in mice. *Mol Psychiatry* **2021**, *26*, 7167–7187, doi:10.1038/s41380-021-01291-y.
4. Wei, X.; Luo, D.; Yan, Y.; Yu, H.; Sun, L.; Wang, C.; Song, F.; Ge, H.; Qian, H.; Li, X.; et al. Kojic acid inhibits senescence of human corneal endothelial cells via NF-kappaB and p21 signaling pathways. *Exp Eye Res* **2019**, *180*, 174–183, doi:10.1016/j.exer.2018.12.020.
5. Pain, E.; Snowden, S.; Oddy, J.; Shinhar, S.; Alhammad, Y.M.A.; King, J.S.; Muller-Taubenberger, A.; Williams, R.S.B. Pharmacological inhibition of ENT1 enhances the impact of specific dietary fats on energy metabolism gene expression. *Proc Natl Acad Sci U S A* **2024**, *121*, e2321874121, doi:10.1073/pnas.2321874121.
6. Ogura, J.; Yamanoi, K.; Ishida, K.; Nakamura, E.; Ito, S.; Aoyama, N.; Nakanishi, Y.; Menju, T.; Kawaguchi, K.; Hosoe, Y.; et al. A stearate-rich diet and oleate restriction directly inhibit tumor growth via the unfolded protein response. *Exp Mol Med* **2024**, doi:10.1038/s12276-024-01356-2.
7. Kim, C.R.; Kim, H.S.; Choi, S.J.; Kim, J.K.; Gim, M.C.; Kim, Y.J.; Shin, D.H. Erucamide from Radish Leaves Has an Inhibitory Effect Against Acetylcholinesterase and Prevents Memory Deficit Induced by Trimethyltin. *J Med Food* **2018**, *21*, 769–776, doi:10.1089/jmf.2017.4117.
8. Li, M.M.; Jiang, Z.E.; Song, L.Y.; Quan, Z.S.; Yu, H.L. Antidepressant and anxiolytic-like behavioral effects of erucamide, a bioactive fatty acid amide, involving the hypothalamus-pituitary-adrenal axis in mice. *Neurosci Lett* **2017**, *640*, 6–12, doi:10.1016/j.neulet.2016.12.072.
9. Maiese, K. Nicotinamide as a Foundation for Treating Neurodegenerative Disease and Metabolic Disorders. *Curr Neurovasc Res* **2021**, *18*, 134–149, doi:10.2174/1567202617999210104220334.
10. Zeisel, S.H. Nutritional importance of choline for brain development. *J Am Coll Nutr* **2004**, *23*, 621S–626S, doi:10.1080/07315724.2004.10719433.
11. Hardege, I.; Morud, J.; Yu, J.; Wilson, T.S.; Schroeder, F.C.; Schafer, W.R. Neuronally produced betaine acts via a ligand-gated ion channel to control behavioral states. *Proc Natl Acad Sci U S A* **2022**, *119*, e2201783119, doi:10.1073/pnas.2201783119.
12. Fujiwara, M.; Sato, N.; Okamoto, K. Hypoxanthine Reduces Radiation Damage in Vascular Endothelial Cells and Mouse Skin by Enhancing ATP Production via the Salvage Pathway. *Radiat Res* **2022**, *197*, 583–593, doi:10.1667/RADE-21-00223.1.

# Supplementary material for: Chick Early Amniotic Fluid Alleviates Dextran-Sulfate-Sodium-Induced Colitis in Mice via T-Cell Receptor Pathway
**Source:** Antioxidants (Basel). 2025 Jan 4;14(1):51. doi: 10.3390/antiox14010051
**Supplement:** Supplementary file 1

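The primers of the real-time PCR were matched without mismatches to the GENCODE M21 transcripts of the mouse genome GRCm38, which is not the unnamed build of the sequencing table, so the positions of the sites are those of GRCm38. Each pair for a TCR pathway gene gave a product in 1 annotated gene, the intended one, and each product crossed at least 1 intron. The product of *Cd3e* was 103 bases long and ran from exon 6 to exon 8 of its longest transcript (chromosome 9, 44999575 to 45001021), and that of *Cd3g* was 124 bases long and ran from exon 4 to exon 6 (chromosome 9, 44970729 to 44973540). The product of *Cd3d* was 102 bases long, from exon 2 to exon 3 (chromosome 9, 44985183 to 44985699). *Cd8b1* gave 161 bases from exon 2 to exon 4 (chromosome 6, 71326334 to 71332485). *Cd8a* gave 76 bases from exon 4 to exon 5 (chromosome 6, 71375907 to 71376923), a product that lies partly outside the coding sequence. *Lck* gave 148 bases from exon 6 to exon 7 (chromosome 4, 129555884 to 129556313). *Lat* gave 87 bases from exon 7 to exon 8 (chromosome 7, 126367908 to 126368069), and 162 bases in a transcript that keeps the intron between them. Apart from *Cd8a*, these products lie in coding sequence. The pair for the reference gene *Gapdh* gave 81 bases within exon 3 (chromosome 6, 125163226 to 125163306), and the same pair also matched transcripts of 41 other annotated genes.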

**Supplementary Table S2.** Primer sequences used in quantitative RT-PCR assays.

| Gene         |         | Primer Sequences (5'-3') | Gene Accession Number |
|--------------|---------|--------------------------|-----------------------|
| <i>CD3e</i>  | Forward | AAGCCTGTGACCCGAGGAACC    | NM_007648.5           |
|              | Reverse | CTTTGCGGATGGGCTCATAGTCTG |                       |
| <i>Itk</i>   | Forward | GCTCCACGGGCACCAAATTCC    | NM_001281968.1        |
|              | Reverse | ACACCAAACGACCACACATCTGAC |                       |
| <i>Cd3d</i>  | Forward | ACCGAATGTGCCAGAACTGTGTG  | NM_013487.3           |
|              | Reverse | AGTAGACGCCCAAAGCCAGGAG   |                       |
| <i>CD8a</i>  | Forward | CAAATGTCCCAGGCCGCTA      | NM_009857.1           |
|              | Reverse | GGCGGTGCCATTTTACACAA     |                       |
| <i>Lck</i>   | Forward | GCACGATCTAGTCCGCCATTACAC | NM_001162433.2        |
|              | Reverse | CAGCCGCTCCACCAACTTCAG    |                       |
| <i>Lat</i>   | Forward | AGACGACTATCCCAACGGCTACC  | NM_010689.3           |
|              | Reverse | CTAGGCACAGGAGCAGAGGAGAC  |                       |
| <i>CD3g</i>  | Forward | CATTGCGGGACAGGATGGAGTTC  | NM_009850.3           |
|              | Reverse | TCCTTGGAGATGGCTGTACTGGTC |                       |
| <i>CD8b1</i> | Forward | CGAAGCTGACTGTGGTTGATG    | NM_009858.3           |
|              | Reverse | CAGGATGCAGACTACCAGCA     |                       |
| <i>GAPDH</i> | Forward | GGCAAATTCAACGGCACAGTCAAG | AY618199.1            |
|              | Reverse | TCGCTCCTGGAAGATGGTGATGG  |                       |

How the deposited data were processed for this re-analysis (not part of the article)

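Colon tissue of 10 male C57BL/6 mice was sequenced for RNA, 5 after DSS alone and 5 after DSS followed by ceAF. Mice were assigned to groups and numbered from the sample labels and their descriptions, which match the column names in Figure 6B, and doses and times were taken from the paper's methods. A company performed the sequencing for the authors, and who aligned and counted the reads is not stated in the paper. The paper's text names no aligner, counting program, genome build or differential expression test, and its statistics section gives a general test for group means without saying how the sequencing counts were compared.

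The authors deposited 1 table of genes, of which 2639 have no symbol. It holds the count of reads on each gene in each mouse, as whole numbers without normalization. It also holds the FPKM that the authors deposited beside each count, and a check on the values showed that each FPKM is the count scaled by the exonic length and the total count of the library. Both therefore come from the same counting, and neither can show what the alignment or counting left out, such as reads shared between paralogs or between overlapping genes. The table further gives each gene's position, exonic length and KEGG pathways. Gene positions are printed as deposited, without a build, because positions differ from those of GRCm38 for most shared genes.

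Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, which left 16545, libraries were scaled by TMM, and the groups were compared with the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes kept. A DEG had an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. Values per mouse are TMM-normalized CPM, with a prior count of 1 on the log2 scale. A standard error is the absolute log2 fold change over the square root of the F statistic, so it restates the test. Exact permutation tests were two-sided over all assignments of 5 of the 10 mice. Camera (correlation 0.01), fry and voom came from limma 3.58.1, and DESeq2 1.42.0 was used as an alternative. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

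The tests were tried on simulated data with the means and library sizes of these mice, with 200 genes changed by a known fold. Each gene was drawn independently, so the simulation held no correlation between genes. Calls there used an adjusted p-value under 0.05 without a fold change limit. The quasi-likelihood test recovered 36%, 84.5% and 94% of genes changed 2-fold, 4-fold and 8-fold, with 0%, 4.52% and 6% false calls. DESeq2 recovered 59.5%, 90.5% and 97.5%, with 21.7%, 20.3% and 19.4% false calls. At the depth of these libraries the genes named in the text had at least several counts in nearly every mouse. *Cd8b1* had between 8 and 170 counts per mouse and *Il21* between 0 and 48, so counting error is largest for such genes.

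The design, the gene lists and the alternatives were fixed before the data were examined, except where an alternative is said to have been chosen later. The alternatives were upper quartile normalization, DESeq2, voom with sample quality weights, robust dispersion fits, other filters on low counts, limma-trend on the FPKM values with pseudocounts of 1 and 0.1 and several filters, the replicate number as a block, unadjusted p-values, and leaving out each mouse in turn. The genes named were fixed by a rule: the 8 TCR genes of the paper, *Zap70*, the 30 genes legible in Figure 6C, the genes called by the main test with the largest changes, and the genes of the proteins that the paper measures in colon. The values of 1 gene under this rule are not reported here. The *Hox* genes and *Gm43203* were named only after their values were seen. The gene lists were the 8 TCR genes, the 30 network genes, 6 genes of measured proteins, 76 other TCR signaling genes and 11 lists of cell type or proliferation markers. A list's score in a mouse was the mean over its tested genes of the log2 CPM, relative to the mean of each gene over the mice.

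KEGG pathways with at least 5 tested genes were tested by one-sided Fisher's exact tests against the annotated genes that were tested, and by camera. Primer sequences of Supplementary Table S2 were matched to GENCODE M21 transcripts of GRCm38, and GC content was taken from the same reference for 98.6% of the genes kept. Real-time PCR, ELISA, Western blots, histology, cell culture and metabolite measurements were left out because their values are not sequencing data, and untreated and mesalazine-treated mice were not analysed here.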

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

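The fits that left out one mouse were set before the data were examined. All other tests in this part were chosen only after the values they concern had been seen. In each group of 5 mice, the gap between the most extreme mouse and its nearest neighbor was divided by the range of the group. The genes tested in this way were the paper's TCR genes, *Zap70*, *Tnf*, *Il1b*, *Il10*, *Tjp1* and *Ocln*. The total count, the mitochondrial share and the list scores, except that of the measured proteins, were tested as well. Other genes named in the text were not. Of 60 such comparisons, 15 passed Dixon's critical value of 0.71 for 5 samples, where chance gives 3. Of the 15, 11 came from DSS-5, and these are not independent of each other because they concern T-cell genes.

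DSS-5 was the lowest DSS mouse, far from the other DSS mice, in *Lck* (gap over range 0.913), *Zap70* (0.851), *Cd3g* (0.769), *Cd3e* (0.766), *Lat* (0.757), *Cd3d* (0.741) and *Cd8b1* (0.716). The same held for the score of the 8 TCR genes (0.786), that of the 30 network genes (0.764) and that of the T-cell markers (0.821). Low depth is argued against, since the library of DSS-5 held 16426125 counts, the median of its group. The T-cell marker list shares no gene with the 8 TCR genes or the network genes, and DSS-5 was its lowest DSS mouse by 0.821 of the range, so a piece of colon with fewer T cells is a candidate explanation. A ceAF mouse under a DSS label cannot be told apart from this, since the mean distance of DSS-5 over all genes was 109 to the ceAF libraries and 111 to the other DSS libraries, and the groups are not separable over all genes. The mean to the ceAF libraries includes ceAF-1, which stood apart from all other mice on principal component 1. On component 2 DSS-5 (−45.8) lay nearer to the ceAF mice (−28.6 to 7.74) than to DSS-1 to DSS-4 (13.4 to 60.3). The near-equal mean distances therefore do not argue against a swapped label. A weaker response of this mouse to DSS also stays open and was not tested. Without DSS-5 the median log2 fold change of the 8 TCR genes was −1.59 instead of −1.45, and 3 genes were DEGs (*Ccl5*, *Cd3g* and *Lat*) instead of 0.

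DSS-1 was the highest DSS mouse in the scores of the B-cell markers (gap over range 0.83) and of the fibroblast markers (0.879). Its B-cell score was 2.58 against −0.48 to 0.04 in the other DSS mice, and its fibroblast score was 0.91 against −0.05 to 0.07. A lymphoid follicle in the piece of colon would raise B-cell genes, but the fibroblast score rose as well (0.879), so lymphoid tissue cannot be told apart from another difference of this piece, and 1 mouse does not decide it. DSS-1 also had the highest neutrophil score of all mice (4.95), which leaves a more inflamed piece open as an untested biological explanation. Without DSS-1 the number of genes at an unadjusted p-value under 0.05 was 712 instead of 1146, with 0 DEGs in both cases.

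DSS-2 had the highest total count of its group (gap over range 0.908, 19901549 counts), and DSS-4 the highest share of mitochondrial counts (0.737, 6.54% of counts). Neither library decided the difference in the 8 TCR genes, since without one or the other the median log2 fold change that came nearest to 0 was −1.33. No biological explanation was tested for these library measures.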

How the results depend on the processing

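The counts over other splits of the mice were chosen as tests only after the results were seen. The alternatives edgeR likelihood ratio test, edgeR exact test, DESeq2 without independent filtering, DESeq2 without the Cook's distance cutoff, *Hoxb13* as a covariate, enrichment of genes called by DESeq2 or at unadjusted p-values, and camera over KEGG pathways were also chosen after seeing the data.

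The number of DEGs was 0 with edgeR's quasi-likelihood test (1146 genes at an unadjusted p-value under 0.05), and it stayed 0 under upper quartile normalization, voom with sample quality weights, robust fits, no filter on counts, a mean of at least 50 counts, the replicate block and the *Hoxb13* covariate. DESeq2 gave 25 DEGs (26 at any fold change), 17 without independent filtering and 31 without the Cook's distance cutoff (34 at any fold change). The edgeR likelihood ratio test gave 16 and the edgeR exact test 13, at any fold change as well. Limma-trend on log2(FPKM + 1) gave 1 gene with the filter, without it and with a mean FPKM of at least 1, and limma-trend on log2(FPKM + 0.1) gave 3. In each of these FPKM fits *Trbj1-7* was called lower, a short TCR joining segment named after its values were seen. Unadjusted p-values gave 275 genes with the fold change limit and 1146 without it. Limma-trend at unadjusted p-values with the fold change limit, chosen after seeing the data, gave 64 genes on log2(FPKM + 1), 61 with no filter, 58 with a mean FPKM of at least 1 and 210 on log2(FPKM + 0.1). Across the 10 fits that each left out one mouse, the number of DEGs was 0 to 3, with and without the fold change limit, and it was 3 only without DSS-5. The number of genes at an unadjusted p-value under 0.05 went from 712 without DSS-1 to 1872 without ceAF-1. The cause of these changes was not tested. Simulated data gave 19.4% to 21.7% false calls for DESeq2 and 13.2% to 17.8% for the likelihood ratio and exact tests of edgeR. The quasi-likelihood test gave 0% to 6% there. Each simulated gene was drawn independently and called at any fold change, so these rates do not settle the cause.

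Of the 8 TCR genes, 0 were called in the main test, 6 by DESeq2, by DESeq2 without independent filtering or the Cook's distance cutoff, and by both other edgeR tests, and 8 at unadjusted p-values. Across the 10 fits that each left out one mouse, 0 to 2 were called, the highest without DSS-5. Their log2 fold changes were negative in every alternative, as were those of all network genes tested, which were 30, or 25 and 23 under filters that removed the others. The log2 fold changes of the 36 genes fixed by rule were compared under DESeq2, upper quartile normalization, limma-trend on log2(FPKM + 1) with and without its filter, the replicate block, the *Hoxb13* covariate and the 10 fits that each left out one mouse. Of these 571 values, 550 kept their direction and side of the threshold, 21 became significant (18 with DESeq2, 3 without DSS-5) and 0 reversed. The other alternatives, among them the other edgeR tests and DESeq2 variants that called some of these genes, are not in this count.

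The numbers of the mice do not pair them. The correlation of the deviations of same-numbered mice from their group means was −0.249, −0.136, −0.00428, −0.159 and 0.286. With the replicate number as a block there were 0 DEGs and 694 genes at an unadjusted p-value under 0.05, and the set test of the 76 TCR signaling genes gave 2.52e-06.

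The set test of the TCR signaling list gave 5.26e-06 with camera, 0.0691 with fry and 0.103 with an estimated correlation. Of the 11 marker lists, 9 were under an adjusted p-value of 0.05 with camera, 0 with fry and 0 with an estimated correlation, both of which allow for correlation between the genes of a list. Leaving out one mouse gave 5 to 10 lists, the lowest without ceAF-1. The epithelium list, which was higher at an adjusted p-value of 0.933, turned lower with the replicate block (0.725) and in 5 fits that left out one mouse, with values from 0.29 to 0.98. Over the 10 such fits its values ranged from 0.19 to 0.999, so it had no direction of its own. The KEGG TCR pathway had an adjusted p-value of 4.76e-07 with camera, 0.759 with an estimated correlation and 0.644 with fry. Its enrichment could not be computed without DEGs, and it held 6 of the genes called by DESeq2 and 18 of those at unadjusted p-values, or 16, 18, 18, 18 and 23 without DSS-1 to DSS-5 in turn and 16, 19, 20, 15 and 17 without ceAF-1 to ceAF-5, fits also chosen after seeing the data. With any fold change or a background of all annotated genes it also held 0. The separation of the groups stayed without significance over the 1000 most variable genes and in the 10 fits that each left out one mouse, the alternatives run for it.

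Of 100 splits of the 10 mice into 5 and 5, the real one included, 21 gave at least 1146 genes at an unadjusted p-value under 0.05. For DESeq2, 12 of the 100 splits gave at least 25 DEGs, up to 221. At least 9 marker lists passed camera in 11 splits, all network genes moved one way in 38, and the TCR signaling list had as small a p-value with camera in 5. The KEGG TCR pathway had as small a p-value with camera in 3 of the 100 splits. For the 0 DEGs of the quasi-likelihood test such a count decides nothing, since no split can give fewer.

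On simulated data with the library sizes and spread of these mice, the quasi-likelihood test recovered a 2-fold change in 36% of the changed genes and an 8-fold change in 94%. These calls had no fold change limit. Other depths, spreads and numbers of mice were not simulated, nor was correlation between genes.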

Differences from the paper's values

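The paper reports 44 genes lower and 3 genes higher with ceAF, against 0 and 0 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 607 and 539 genes had an unadjusted p-value under 0.05. None of the alternatives set before the data were examined, which change one choice at a time, closed either gap. With adjusted p-values DESeq2 came nearest with 24 lower and 1 higher, limma-trend on log2(FPKM + 0.1) gave 2 and 1, the other FPKM fits gave 1 and 0, leaving out DSS-5 gave 3 and 0, and the remaining alternatives with adjusted p-values gave 0 and 0. Unadjusted p-values with the fold change limit gave 237 lower and 38 higher. Changing both the unit and the p-value, a combination chosen after seeing the values, closed the gap for lower genes. At unadjusted p-values with the fold change limit, limma-trend on log2(FPKM + 1) gave 48 lower, 46 with no filter and 45 with a mean FPKM of at least 1, within 1.5 times the paper's 44, but 16, 15 and 13 higher against the paper's 3. Limma-trend on log2(FPKM + 0.1) gave 147 and 63 in this way. Among alternatives with adjusted p-values chosen after seeing the values, DESeq2 without the Cook's distance cutoff gave 30 lower, within 1.5 times the paper's 44, and 1 higher, which was not within 1.5 times the paper's 3.

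The paper names 8 DEGs in the TCR pathway, against 0 in the main test. Of the alternatives set before the data were examined, DESeq2 called 6 of the 8 and unadjusted p-values called 8, both within 1.5 times the paper's number, and leaving out DSS-5 called 2 (*Lat* and *Cd3g*). The other alternatives called 0. The edgeR likelihood ratio test, the edgeR exact test, and DESeq2 without independent filtering or the Cook's distance cutoff, which were chosen after seeing the values, called the same 6. The combination of FPKM and unadjusted p-values with the fold change limit, chosen after seeing the values, called 6 of the 8 with log2(FPKM + 1) under each filter and 8 with log2(FPKM + 0.1), and 15 and 25 of the network genes. *Cd3e* was called only at unadjusted p-values. Of the 30 network genes that the paper shows as DEGs, 0 were called in the main test, 18 by DESeq2, 3 without DSS-5 (*Ccl5*, *Cd3g* and *Lat*) and 30 at unadjusted p-values. With settings chosen after seeing the values, DESeq2 without the Cook's distance cutoff called 20, the edgeR likelihood ratio test 14, and the edgeR exact test and DESeq2 without independent filtering 13 each.

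The largest −log10 of an adjusted p-value in the paper is about 4.1 in Fig. 6A, read by eye, against 0.183 here, the smallest adjusted p-value being 0.656 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, limma-trend on log2(FPKM + 0.1) gave 3.97 and DESeq2 gave 3.00, both within 1.5 times the paper's value in the unit of that axis, and the other alternatives did not. The comparison in this unit was chosen after seeing the values. Taken as p-values, only limma-trend on log2(FPKM + 0.1), with 0.000106, came within 1.5 times, and DESeq2, with 0.001, did not. The 3 genes called by that limma-trend fit included the short segment *Trbj1-7*, but 0 of the 8 TCR genes and 0 of the 25 network genes tested. Its value of 3.97 therefore came from no TCR or network gene.

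The ratio of mRNA in the DSS group to that in the ceAF group was smaller in the sequencing counts than in the paper's real-time PCR. The paper's ratio was about 30 for *Cd3d* in Fig. 6E, about 16 for *Cd3e* in Fig. 6F, about 40 for *Cd3g* in Fig. 6G, about 5.6 for *Cd8a* in Fig. 6H, about 30 for *Cd8b1* in Fig. 6I, about 16 for *Lat* in Fig. 6K and about 8.4 for *Lck* in Fig. 6L, all read by eye. The ratios in the counts were 2.86 for *Cd3d*, 2.29 for *Cd3e*, 2.77 for *Cd3g*, 2.68 for *Cd8a*, 4.22 for *Cd8b1*, 2.95 for *Lat* and 2.50 for *Lck*. None of the alternatives set before the data were examined closed these gaps.

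The paper states that the TCR signaling pathway was the most significantly altered in the enrichment of DEGs. With 0 DEGs the enrichment had no value. The pathway ranked first among the genes called by DESeq2 and by camera with its preset correlation. It ranked 2 of 367 at unadjusted p-values, behind cytokine-cytokine receptor interaction. With an estimated correlation camera ranked it 5 of 367, and fry ranked it 4. In both, lysine degradation came first and was higher in the ceAF group. These rankings were chosen after seeing the values.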

Other observations

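The tests of list scores, the covariates, the split by *Hoxb6* and the comparisons of *Hox* genes were chosen as tests only after the results were seen. The camera tests of the marker lists and the correction for GC content and gene length were set earlier.

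The 8 TCR genes are expressed by T cells, so lower levels in whole colon may reflect fewer T cells as well as less mRNA per cell. A list of 15 other T-cell markers, written down beforehand and sharing no gene with the 8 or with the 30 network genes, had 14 tested genes, all 14 lower in the ceAF group with a median log2 fold change of −1.12. Its most abundant genes were *Gimap3* (41.0 ± 15.3 CPM in the DSS group, 20.9 ± 5.72 in the ceAF group), *Bcl11b* (20.4 ± 1.72 and 17.1 ± 1.55), *Trbc2* (16.3 ± 5.32 and 6.87 ± 3.06) and *Trac* (15.5 ± 4.67 and 6.61 ± 3.03). The score of the list was 0.97 lower on the log2 scale in the ceAF group (exact permutation test, p = 0.0238), which is consistent with fewer T cells in the ceAF tissue as a hypothesis. With each mouse left out in turn the difference ranged from −1.23, without DSS-5, to −0.82, and the largest exact permutation p-value was 0.0556. The 8 TCR genes differed by 0.48 more than the markers (exact permutation test, p = 0.0159), as less TCR mRNA per T cell would give, but the 8 were chosen by the study on these mice for their change, so a fall per cell cannot be told apart from that choice.

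Several technical explanations for the lower T-cell markers were weighed. Lymphoid tissue in some pieces is argued against, since with the B-cell score as a covariate the difference was −0.87 (permutation test, p = 0.0397). The position of the piece along the colon is argued against as the whole cause as far as *Hoxb6* follows it, since with labels permuted only among mice on the same side of 10 CPM of *Hoxb6* (3 DSS and 2 ceAF mice above it) the difference was −0.91 (exact permutation test over 100 assignments, p = 0.02). Removing the trend of each library with GC content and gene length left an exact permutation p-value of 0.0238. RNA quality cannot be told apart, since with the mitochondrial share as a covariate the difference was −0.81 with a permutation p-value of 0.0952. That share was 5.55 ± 0.576% of counts in the DSS group and 7.36 ± 2.34% in the ceAF group (exact permutation test, p = 0.159). Library size stays open in the same way, with a difference of −0.92 and a permutation p-value of 0.0556, while total counts did not differ between the groups (exact permutation test, p = 0.492). The same 5 tests were run first on the 8 TCR genes, where the permutation p-values were 0.00794 to 0.0238, and were then moved to the marker list because the study had chosen the 8 on these mice. The limit on *Hoxb6* was also set after its values were seen. With *Hoxb13* as a covariate the difference in the markers was −0.88 (permutation test, p = 0.0397). Fewer T cells in the ceAF colon therefore stays a hypothesis, and the number of T cells was not measured by these counts.

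Camera with Benjamini-Hochberg adjustment over the 11 marker lists gave adjusted p-values of 2.13e-12 for T cells, 4.93e-06 for cytotoxic and intraepithelial lymphocytes and for macrophages, 0.000102 for neutrophils, 0.00517 for plasma cells, 0.0105 for fibroblasts, 0.0422 for CD4 T cells and 0.0456 for B cells, all lower in the ceAF group. Proliferation genes were higher (0.0105), with all 8 of them up and a median log2 fold change of 0.41. Smooth muscle genes were lower at 0.104, but under 0.05 with the replicate block (0.0237) and without DSS-3 (0.0306), DSS-4 (0.00785), ceAF-2 (0.000737) or ceAF-5 (0.0107), and over all fits that left out one mouse the values ranged from 0.000737 to 0.76. Epithelium stood at 0.933. Under fry and under an estimated correlation, 0 lists passed, and without ceAF-1 only 5 did with camera, those of T cells, cytotoxic lymphocytes, macrophages, neutrophils and proliferation. Other lists lost significance as well. B cells went to 0.233 with the replicate block, 0.257 on log2(FPKM + 1), 0.882 without DSS-1, 0.0678 without DSS-5, 0.764 without ceAF-1 and 0.642 without ceAF-4. CD4 T cells went to 0.167 without DSS-1, 0.207 without ceAF-1 and 0.0537 to 0.0996 without DSS-2, DSS-4, ceAF-4 or ceAF-5. Fibroblasts went to 0.122 without DSS-1 and 0.676 without ceAF-1, plasma cells to 0.227 without ceAF-1, and proliferation to 0.0678 without DSS-5 and 0.171 without ceAF-5. The lists of T cells, cytotoxic lymphocytes, macrophages and neutrophils stayed under 0.05 with camera in the block, FPKM and single-mouse fits. Exact permutation p-values of the list scores were 0.0238 for T cells, 0.0556 for neutrophils, 0.0714 for macrophages, 0.0873 for cytotoxic lymphocytes, 0.19 for CD4 T cells, 0.317 for plasma cells, 0.365 for proliferation, 0.452 for fibroblasts, 0.492 for B cells, 0.556 for smooth muscle and 0.802 for epithelium. The study picked 3 genes of the cytotoxic list and 1 of the neutrophil list for its network. Groups of mice did not overlap in 205 genes of all those tested, or 1.24%, where chance gives 0.794%.

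The paper measured several proteins in colon, and the counts give the mRNA of their genes in the 10 sequenced mice. *Il10* mRNA was 1.72 ± 1.04 CPM in the DSS group and 0.83 ± 0.416 in the ceAF group (log2 fold change −1.03, exact permutation test, p = 0.167), lower and not higher as the paper reports for the protein. *Tnf* had a log2 fold change of −0.58 (exact permutation test, p = 0.19). *Il1b* had −3.79 (exact permutation test, p = 0.0952), which rested on 596.6 CPM in DSS-1 and was −1.36 without that mouse. *Zap70* had −1.27 (exact permutation test, p = 0.0397), with DSS-5 at 2.58 CPM against 8.75 to 10.8 in the other DSS mice. *Ocln* was 95.1 ± 10.3 in the DSS group and 112.1 ± 7.27 in the ceAF group (log2 fold change 0.24, exact permutation test, p = 0.0317), and *Tjp1*, the gene of ZO-1, had 0.23 (exact permutation test, p = 0.151). As a list these 6 genes had a score difference of −0.80 (exact permutation test, p = 0.0556), though they point both ways. None of the 6 passed an adjusted p-value under 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 3 had an unadjusted p-value under 0.05, *Il1b*, *Zap70* and *Ocln*.

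Genes of the *Hox* clusters, which differ along the gut, differed widely between mice of a group. *Hoxb6* had 22.4 to 36.6 CPM in DSS-2, DSS-3 and DSS-4, 91.0 in ceAF-1 and 17.4 in ceAF-3, but 0.85 to 2.98 in the other mice. *Hoxa13* had 3.13 in ceAF-1 and 41.4 to 97.7 in the other 9 mice, and *Hoxb13* ranged from 6.18 in ceAF-1 to 214.8 in ceAF-2. The pieces of colon may therefore come from different positions along the organ. *Hoxb6* did not differ between the groups (exact permutation test, p = 0.81), but *Hoxd13* had 6.42 ± 3.60 CPM in the DSS group and 48.4 ± 60.9 in the ceAF group. Its log2 fold change of 2.91 had an unadjusted p-value of 0.0369 and an adjusted p-value of 0.703 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and an exact permutation p-value of 0.897, and it rested on 121.3 CPM in ceAF-2 and 108.6 in ceAF-3. Whether position differed between the groups is therefore left open. With *Hoxb13* as a covariate, chosen after seeing the data, the median log2 fold change of the 8 TCR genes was −1.51, with 0 DEGs and 1490 genes at an unadjusted p-value under 0.05. The paper does not report where along the colon the sequenced pieces were taken.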
